# Distinct structural groups of histone H3 and H4 residues have divergent effects on chronological lifespan in *Saccharomyces cerevisiae*

**DOI:** 10.1371/journal.pone.0268760

**Published:** 2022-05-27

**Authors:** Mzwanele Ngubo, Jessica Laura Reid, Hugh–George Patterton

## Abstract

We have performed a comprehensive analysis of the involvement of histone H3 and H4 residues in the regulation of chronological lifespan in yeast and identify four structural groups in the nucleosome that influence lifespan. We also identify residues where substitution with an epigenetic mimic extends lifespan, providing evidence that a simple epigenetic switch, without possible additional background modifications, causes longevity. Residues where substitution result in the most pronounced lifespan extension are all on the exposed face of the nucleosome, with the exception of H3E50, which is present on the lateral surface, between two DNA gyres. Other residues that have a more modest effect on lifespan extension are concentrated at the extremities of the H3-H4 dimer, suggesting a role in stabilizing the dimer in its nucleosome frame. Residues that reduce lifespan are buried in the histone handshake motif, suggesting that these mutations destabilize the octamer structure. All residues exposed on the nucleosome disk face and that cause lifespan extension are known to interact with Sir3. We find that substitution of H4K16 and H4H18 cause Sir3 to redistribute from telomeres and silent mating loci to secondary positions, often enriched for Rap1, Abf1 or Reb1 binding sites, whereas H3E50 does not. The redistribution of Sir3 in the genome can be reproduced by an equilibrium model based on primary and secondary binding sites with different affinities for Sir3. The redistributed Sir3 cause transcriptional repression at most of the new loci, including of genes where null mutants were previously shown to extend chronological lifespan. The transcriptomic profiles of H4K16 and H4H18 mutant strains are very similar, and compatible with a DNA replication stress response. This is distinct from the transcriptomic profile of H3E50, which matches strong induction of oxidative phosphorylation. We propose that the different groups of residues are involved in binding to heterochromatin proteins, in destabilizing the association of the nucleosome DNA, disrupting binding of the H3-H4 dimer in the nucleosome, or disrupting the structural stability of the octamer, each category impacting on chronological lifespan by a different mechanism.

## Introduction

In an attempt to understand the biochemical context of human diseases of aging such as cancer, diabetes, hypertension and cognitive decline, the regulation of lifespan has been studied as a controlled cellular process [1]. Many interconnected pathways have been implicated in the process of aging [1]. Although there is no clear understanding of the fundamental biochemical mechanism that allows prolonged cellular senescence and extended chronological lifespan, it is known that many of the signaling pathways involved in lifespan extension terminate at induced expression of stress related genes [2].

Calorific restriction is a common trigger in many organisms that feeds into the evolutionary conserved, carbon limitation regulatory pathways such as the TORC1-Sch9 or the Ras1-cAMP-PKA pathways [3, 4]. These two pathways converge on Rim15, which translocates to the nucleus when either the TORC1 or Ras1 pathways is inhibited, and facilitate binding of Msn2/Msn4 and Hsf1 to stress responsive and heat shock factor elements, respectively, inducing stress response genes [5]. The mitochondrial retrograde response represents an alternative pathway that signals mitochondrial stress to the nucleus. Here, the Rtg1-Rtg3 complex migrates to the nucleus and binds to R-boxes in conjunction with the SAGA-related SLIK1 acetyltransferase complex, inducing expression of the Rtg responsive genes, including CIT2, that catalyzes citrate synthesis in the glyoxylate cycle. All three pathways have an impact on chronological lifespan (CL) in yeast [6], but the full range of targets of these pathways are not known. Additional pathways that are involved in the regulation of lifespan include the mitochondrial Unfolded Protein Response [7] and induction of autophagy [8].

There is also increasing evidence that epigenetic changes are an integral part of the dynamics of aging [9], both as a result of aging, such as accumulation of H3K27me3 with time [10], and impacting on the regulation of aging [11, 12]. These epigenetic changes include histone modifications, histone modifying enzymes and transcription factor localization [12]. In addition, quiescent cells, a sub-population of yeast cells in chronologically aged yeast cultures, has been shown to be essential in determining the chromatin dynamics involved in longevity [13, 14]. The involvement of epigenetics was originally hinted at by the identification of the histone deacetylase, Sir2, in lifespan regulation [15]. Although this identification is now controversial [16], an association between SIRT6 and longevity in rodents was recently reported [17]. Furthermore, both high levels of H3K36 methylation [18] and the substitution of H4K16 was shown to increase replicative lifespan [19]. The yeast silencing complex formed by Sir2, Sir3 and Sir4 was also shown to be important in lifespan regulation [20], suggesting that heterochromatin is involved in this process [11]. Histone H3K4 methylation and H3T11 phosphorylation are the only histone modifications to date shown to affect chronological lifespan (CL) in yeast as opposed to representing a consequence of it [21, 22].

It was shown that transgenic mice, where a limited number of double strand breaks (DSBs) were made in the genome by induction of I-PpoI, displayed many features associated with old age at 10 months post treatment, including loss of visual acuity, muscle mass and neurological changes, when compared to an untreated control group [23]. Mouse embryonic fibroblasts derived from the same transgenic mouse line, displayed decreased H3K27ac, and H3K56ac, and increased H3K122ac levels in response to induced DSBs [24]. It was proposed that the repetitive repair of the DSBs causes a redistribution of histone modification marks, triggering the misregulation of a subset of genes that results in accelerated chronological aging [23, 24].

Here we focus on the reversed question, asking what the impact of histone modifications and epigenetic marks are on aging, as opposed to what epigenetic marks change as a result of aging. We identify categories of histone H3 and H4 residue substitution that impact on extension or reduction of CL, and demonstrate that substitutions with a profound impact on lifespan extension may act through very different signalling pathways and transcriptomic programmes.

## Results

### Identifying histone H3 and H4 residues involved in the regulation of lifespan

We studied approximately 400 barcoded, non-lethal, synthetic histone H3 and H4 mutants in *Saccharomyces cerevisiae* [25], to gain an insight into the role of histone modifications in the regulation of CL. Each residue was systematically substituted with an alanine or a residue that mimicked the unmodified and modified state of an epigenetic switchable residue [25]. A culture that initially contained an equal level of each histone mutant strain was maintained in stationary phase for 55 d, quiescent cells isolated, and the level of each strain determined by independent quantitation of two DNA barcodes at progressive times. Quiescent cells were used to quantitate the level of healthy cells that were aging, as opposed to non-quiescent cells that were dying and had initiated apoptosis [26]. This “bar-seq” approach was previously shown to accurately quantitate individual strains in a mixture of barcoded yeast strains in culture [27]. We found that the level of some strains decreased at a lower rate, and others at a faster rate, compared to the population median or the parental WT (Fig 1a). The results of the quantitation by barcode sequencing are given in S1 Table. Although extended culturing of yeast in stationary phase increases acetic acid levels in the medium, this extended culturing is appropriate for studying CL, since it was shown that yeast faithfully reproduced responses and induction of pathways associated with chronological aging observed in other model organisms that were not exposed to elevated levels of acetic acid [28].

**Fig 1:**
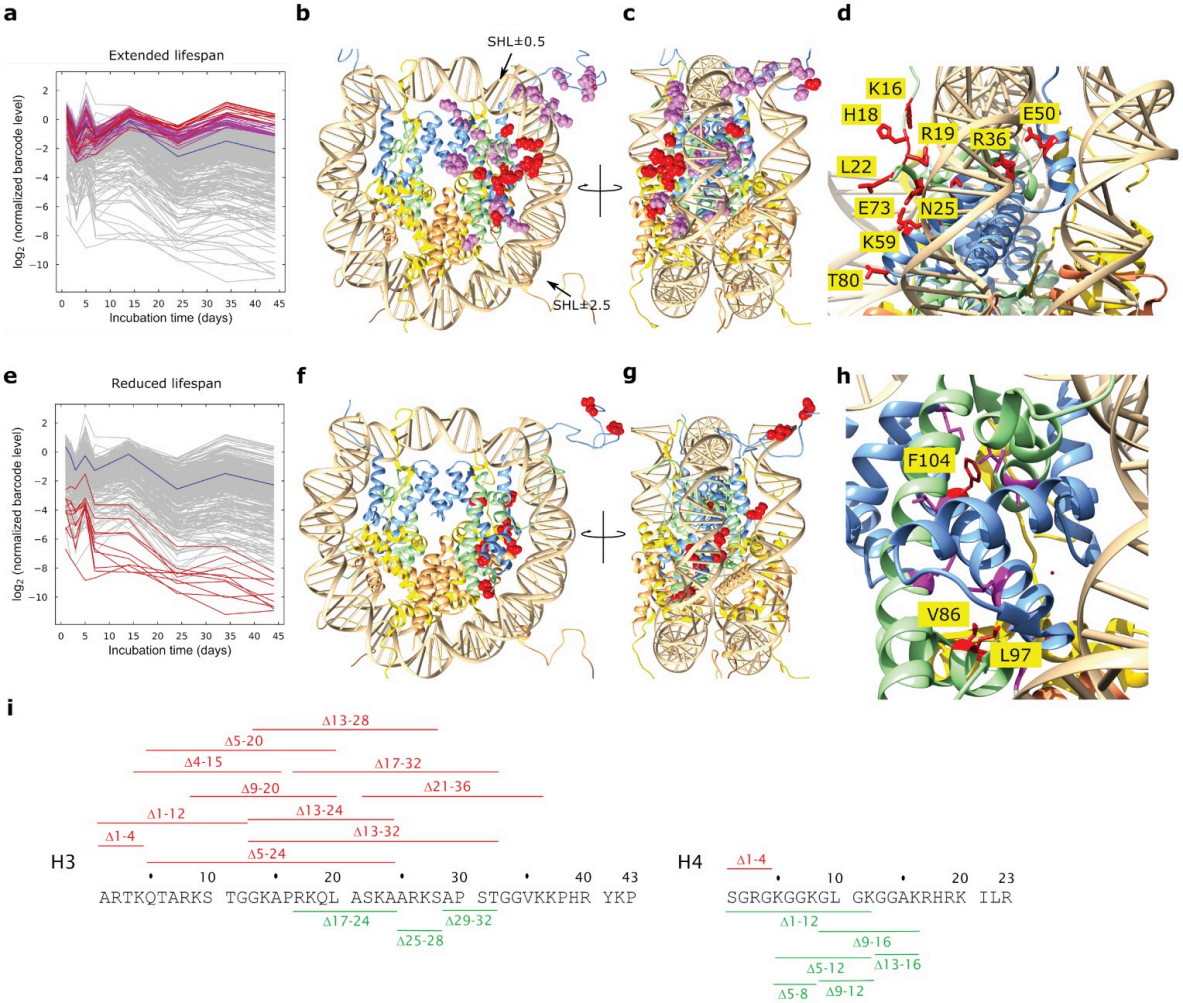
Chronological lifespan of histone mutants. The barcode level of each of the approximately 400 tagged histone mutant strains was determined by sequencing in the quiescent pool at different times in stationary phase, and expressed as log_2_ relative to the level at the start of stationary phase (6d), and adjusted to the population median. The log_2_ ratios of the top 10 individual (red) and top 10% (violet) of strains with most extended lifespan (**a**) and bottom 10 individual strains (red) with most reduced lifespan (**e**) are shown at progressive times of incubation. The log_2_ ratio of the median strain is indicated (blue). The residues implicated in the top 10 individual and top 10% of strains that exhibit extended lifespans are shown in red and violet sphere conformation in the structure of the nucleosome (1KX5), respectively (**b**), and the bottom 10 individual strains with the most reduced lifespans are shown in red sphere conformation (**f**). The positions of superhelix locations (SHL) ±0.5 and ±2.5 aligned with the Sin and Lrs sectors [29] are indicated by arrows (**b**). The structures in **b** and **f** are shown rotated by 90° clockwise viewed from the top (**c**, **g**). The 10 individual residues associated with most extended (**d**) and most reduced (**h**) lifespan are shown in stick conformation with individual residues identified. The deletions of sections of the N-terminal tails of H3 and H4 that are associated with extended (green) or reduced (red) CL are indicated (**i**). Individual residues atoms of the mutated residue in the top 10 most viable (**b**) and 10 least viable (**e**) strains in the quiescent fraction are shown as red spheres in the crystal structure of the nucleosome (PDB accession 1KX5). A close-up view of the nucleosome shows the location of the mutated residues, represented in red stick structures, in the most (**c**) and least viable (**f**) strains.

### Residues with the largest impact on chronological lifespan extension are exposed on the nucleosome disk face

The 10 individual residues that caused the most pronounced lifespan extension (red residues in Fig 1a and 1c) are all located either in the H4 tail or exposed on the solvent accessible face of the nucleosome, within the sectors previously identified as the Swi/Snf independent (Sin) or the Loss or rDNA silencing (Lrs) sectors at SHL±0.5 and ±2.5 [29]. H4K16 Q and R substitutions were previously shown to prolong replicative aging [19]. We have identified H4K16 as a residue also implicated in chronological lifespan extension (CLE) (S1 Table). Interestingly, any mutation of H4K16 (to Q, R, or A) cause an increase in CL (S1 Table), suggesting that a lysine residue is specifically required at position 16 for normal CL. This suggestion is supported by the observation that both the H4Δ9–16 and H4Δ12–16 tail deletions extend lifespan (Fig 1i and S1 Table). Interestingly, the H4 tail deletions Δ1–12 extended CL, whereas the short N-terminal deletion Δ1–4 reduced lifespan, demonstrating that the combined loss of H4 residues 5–12 were sufficient to abrogate the negative effect of loss of residues 1–4 (Fig 1i and S1 Table). This is supported by the extended lifespan observed for the Δ5–12 H4 deletion (Fig 1i and S1 Table).

The solvent exposure of the top 10 individual residues where mutation prolong lifespan suggests that these residues are involved in binding to a protein on the surface of the nucleosome disk. It is known that H4K16, H4H18, H4L22, H4N25, and H3T80, identified in the strains with extended lifespan, all interact with the Sir3 BAH domain [30, 31]. Sir3 is involved in establishing transcriptionally repressive heterochromatin at the telomeres and silent mating type loci. The only residue in this solvent exposed group that is not known to interact with the BAH domain is H3E50. H3E50 is exposed on the lateral surface of the nucleosome core between two DNA gyres (Fig 1c and 1d), suggesting that H3E50 may influence the regulation of yeast lifespan through a different, Sir3-independent pathway. H3E50 makes an H-bond to H4R39 in α1 of H4, which could contribute to placing the N-terminal tail of H3 in the correct radial position in the nucleosome (S1a Fig).

### The top 10% of residues that cause moderate chronological lifespan extension are concentrated at the H3-H4 dimer extremities

Strikingly, the top tenth percentile of residues associated with prolonged CL, excluding those on the solvent exposed face of the nucleosome and H3E50, are concentrated at the extremities of the histone fold domain (violet residues in Fig 1a). Residues in this category appear to be concentrated at the H3 α3 C-terminus, the C-terminal region of α2 and L2 of H3, the N- and C-terminal regions of α1 and L1 of H3, the N-terminal region of H4 α2, bracketing the H4 L2 at the C-terminus of α2 and N-terminus of α3, and in the region where H4 α1 passes over H3 αN (Fig 1b and 1c). The interactions of these residues specifically exclude the extensive interactions between dimer partners, and seem enriched for contacts that stabilize the conformation of the histone fold domain and the H3-H4 dimer in its frame within the nucleosome structure (see Supplementary S1 Note). It is not immediately clear what the impact of mutations at these positions are on dynamic nucleosome structure.

### Residues implicated in a reduced CL are buried, and may destabilise the octamer

The positions of the mutated residues in the ten strains with most reduced lifespans (Fig 1e) in the quiescent pool are shown in Fig 1f and 1g. Most H3 tail deletions, including the short N-terminal deletion Δ1–4, resulted in reduced lifespan, showing that an intact H3 tail is required for normal lifespan (Fig 1i and S1 Table). In contrast, short internal H3 tail deletions Δ17–24, Δ24–28 and Δ29–32 extends lifespan (Fig 1i and S1 Table). The first two of these short deletions bracket the residues K23 and K27, both in the top 10% of residues that extend lifespan when mutated (Fig 1i and S1 Table). Notably, substitution of four histone H3 tail lysine residues with arginine (H3K4, 9, 14, 18R) reduce lifespan. Either this suggests that mimicking a constitutively deacetylated state for these lysine residues decreased lifespan, or that a modifiable lysine is required for normal lifespan. The latter seems likely, since the H3K18Q mutant, mimicking a constitutive acetylated state, also exhibits a shortened lifespan (S1 Table). In addition, deletion of Set1, which abrogates methylation of H3K4, decreased CL, and, conversely, deletion of the H3K4me3 demethylase, Jhd2, increased CL [21], arguing that a modifiable H3K4 residue is necessary for a normal CL.

The location of the residues where mutations decreased lifespan is summarized in Fig 1f and 1g. It is striking that, unlike the solvent exposed residues (Fig 1b and 1c) or residues implicated in stabilizing each H3-H4 dimer in a structural frame (Fig 1b and 1c), all residues implicated in a shortened lifespan, except for the H3 N-terminal tail mutations, are buried within the octamer structure, and occur between interacting sections of the histone fold domains (Fig 1f and 1g). We speculate that the mutations that cause a shortened lifespan contribute to the structural destabilization of the histone octamer and disruption of nucleosomes and chromatin structures (Supplementary S1 Note). It was previously shown that reducing histone H3 and H4 levels, and presumably nucleosome density, resulted in a reduced CL [32].

We verified the results of the barcode approach by confirming the survival of select strains implicated in lifespan regulation in biological replicates (Fig 2). The reproducibility of the observed lifespans also shows that the result of the bar-seq quantitation does not simply reflect the population variance of a random process.

**Fig 2:**
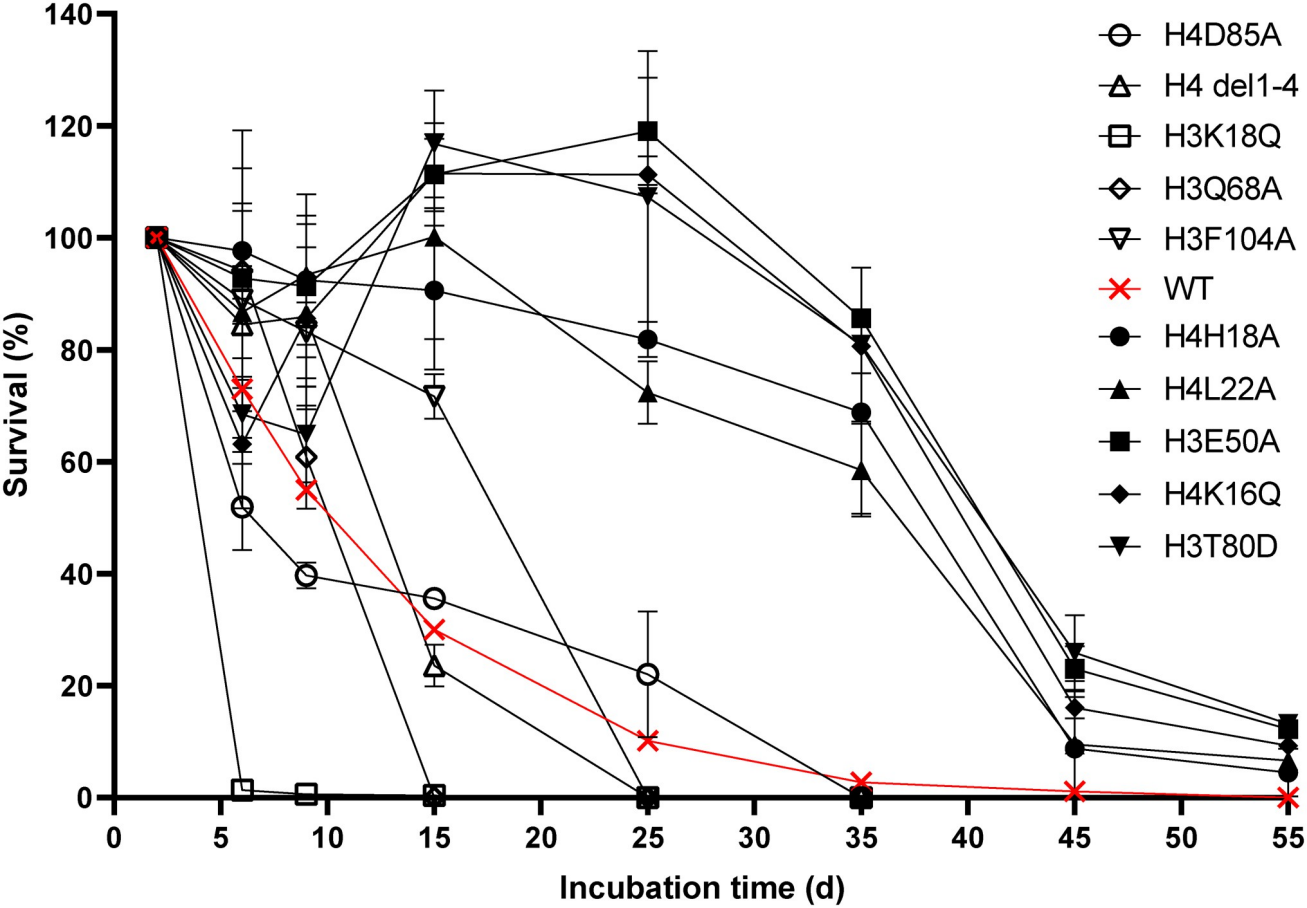
Growth curve of selected strains with extended and truncated lifespans. Strains with extended or shortened lifespans were selected and cultured individually for up to 55 days. The cell density of each strain was determined at different times, and the percentage cells remaining relative to the starting culture is shown at the different culture times. The strain with the *WT* histones H3 and H4 are indicated by the red plot. Experiments were performed in duplicate. Error bars show the standard deviation (SD).

### The H4K16 and H4H18 mutants cause re-distribution of Sir3 in the genome

The solvent exposed residues H4K16, H4H18, H4L22, H4N25 and H3T80 all interact with the BAH domain of Sir3 in the crystal [30], and substitution of these residues cause CLE. These substitutions are expected to disrupt the binding of Sir3 on the side of the nucleosome [30, 31]. To investigate the effect of mutation of these residues on the genomic distribution of Sir3, we performed a ChIP-seq analysis of H4K16Q, H4H18A and H3E50A mutants. These mutations were selected to include one residue previously implicated in lifespan extension, H4K16, albeit replicative lifespan [19], a residue newly identified to cause CLE, H4H18, and a residue similarly shown to cause CLE, but unlikely to be involved in direct Sir3 binding, H3E50.

After incubating cultures until stationary phase for 6 days, the Sir3 occupancy at HMLα and HMR**a** were found to be reduced by at least two-fold in the H4K16Q and H4H18A mutants, and to approximately 80% of the WT level at HMLα in the H3E50A mutant strain (Fig 3a and 3c). Indeed, in the exponential and stationary phase WT, Sir3 occupancy at HM loci is enriched than in the H4K16 and H4H18 mutant strains (Fig 3b and 3d), suggesting that Sir3 translocates from the telomeres and mating type loci in stationary phase in the mutant strains. In a WT cell Sir3 was enriched at the telomere X element and the borders of the Y’ element, as previously reported [33]. Sir3 binding was reduced at the X elements in the H4K16Q, H4H18A and H3E50A strains, but remained at levels comparable to the WT at the Y’ element (Fig 3e). When looking at Sir3 distribution throughout the whole genome, it is seen that the levels of Sir3 at the terminal 20 kb of chromosomes, normalised to the genome, are significantly lower (*t*-test, p < 0.05) in the H4K16Q and H4H18A mutants compared to the WT (Fig 4). There is no significant difference in Sir3 telomeric levels between the WT and the H3E50A mutant, but there is a significant difference between the levels between the H4K16Q or H4H18A mutant and the H3E50A mutant (*t*-test, p < 0.05). A similar pattern of differences is seen between the Sir3 levels at the chromosome cores, excluding the terminal 20 kb (Fig 4). This demonstrates that Sir3 is redistributed from the telomeres to the chromosome cores in the H4K16Q and H4H18A mutants. This may reflect a migration from a compromised nucleosome binding site to secondary binding sites in the genome with binding affinities that are now competitive with the mutant nucleosome. No significant change in the telomeric distribution of Rap1, which recruits Sir3 to the telomeres to form silent heterochromatin [33], is seen when comparing the H4H18A mutant to the WT strain, underlining the fact that Rap1 binds to DNA [34] whereas Sir3 associates with nucleosomes (Fig 5). It was previously shown that Rap1 redistributed from the telomeres to internal sites in a Δ*tlc1* strain with shortened telomeres, which was proposed to represent an aged senescent cellular state [35]. However, this relocation was likely due to decreased Rap1 binding sequence and not simulated age, since we saw no evidence of such a reorganization with chronological aging over a 14 d period (S2 Fig).

**Fig 3:**
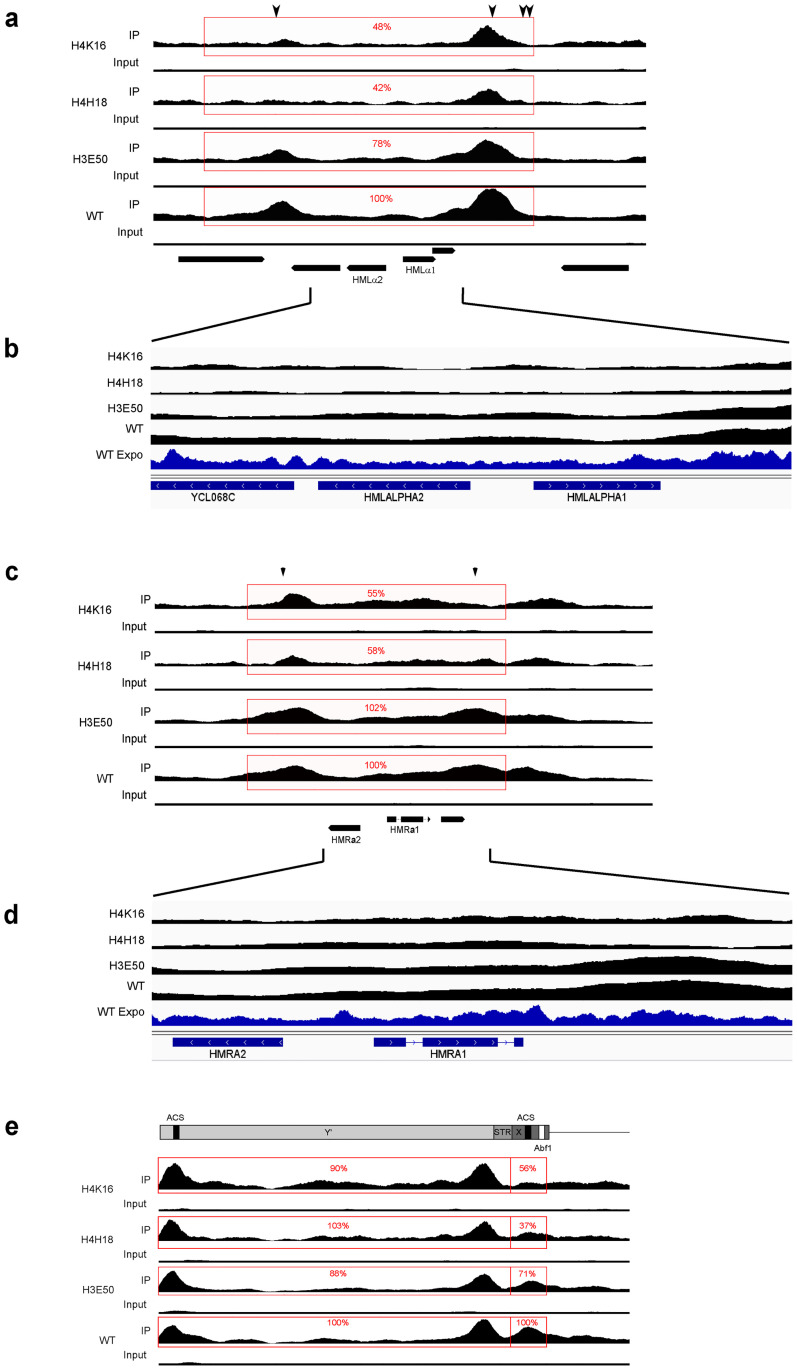
Redistribution of Sir3 in mutant strains. The genomic distribution of Sir3 was determined for the H4K16Q, H4H18A, H3E50A and WT strains. The immuno-precipitated and input signal, normalised to a ratio of 1, is shown for each strain at the HMLα (**a**). (**b**) HMLα zoomed-in IGV tracks of (**a**) compared with publicly available exponential phase Sir3 ChIP-seq WT (WT Expo) in blue track from [36]. (**c**) Sir 3 distribution at HMRa, (**d**) HMRa zoomed-in IGV tracks of (**c**) compared with publicly available exponential phase Sir3 ChIP-seq WT and left telomere of chromosome IX (**e**). The arrows indicate the positions of autonomously replicating consensus sequences (ACSs). The percentage of the pull-down signal relative to the WT strain is shown for each track (representative for biological replicates, n = 2). The positions of the MATα1, MATα2, MATa1 and MATa2 genes are indicated. The line diagram at the top of panel (**e**) shows the location of the X and Y’ telomeric elements, the ACSs, Abf1 binding site and sub-telomeric repeat sequences (STR).

**Fig 4:**
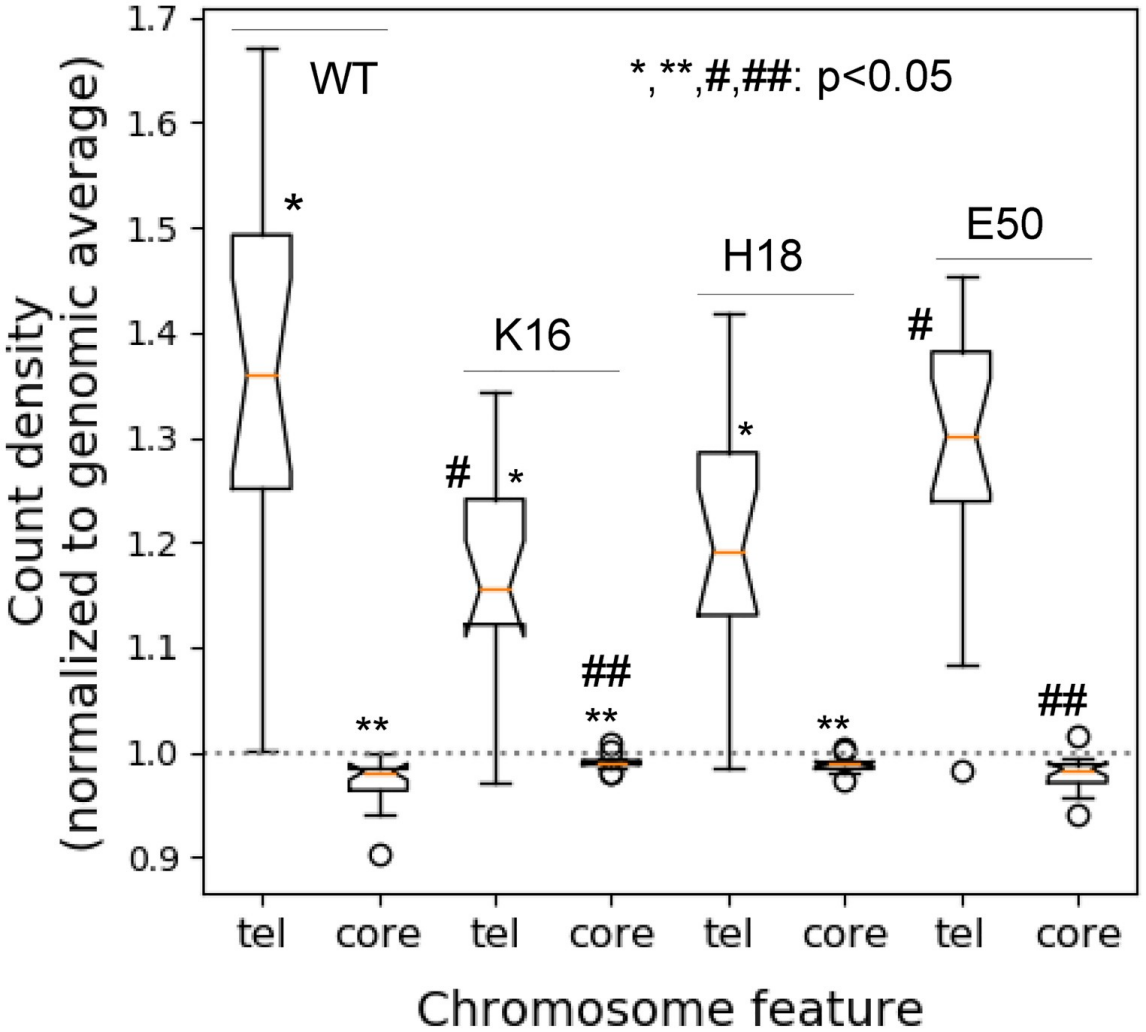
Distribution of Sir3 between telomeres and chromosome cores. The level of Sir 3 associated with the 20kb chromosome termini and the internal core regions excluding the 20 kb termini were determined from the ChIP-seq signal for each of the 16 chromosomes, and normalised to the genome average. The values are shown for the WT and H4K16Q, H4H18A and H3E50A mutant strains. The box plots represent the inter-quartile range (IQR), the notch represents the significance at p<0.05, the orange line shows the median, and the whiskers is shown at 1.5× the IQR. Outliers are shown as individual data points. WT and mutants strains and mutant-mutant strain pairs that are significantly different (*t*-test; p<0.05) in the telomeric and core regions are indicated by the * and # and by ** and ## symbol pairs, respectively.

**Fig 5:**
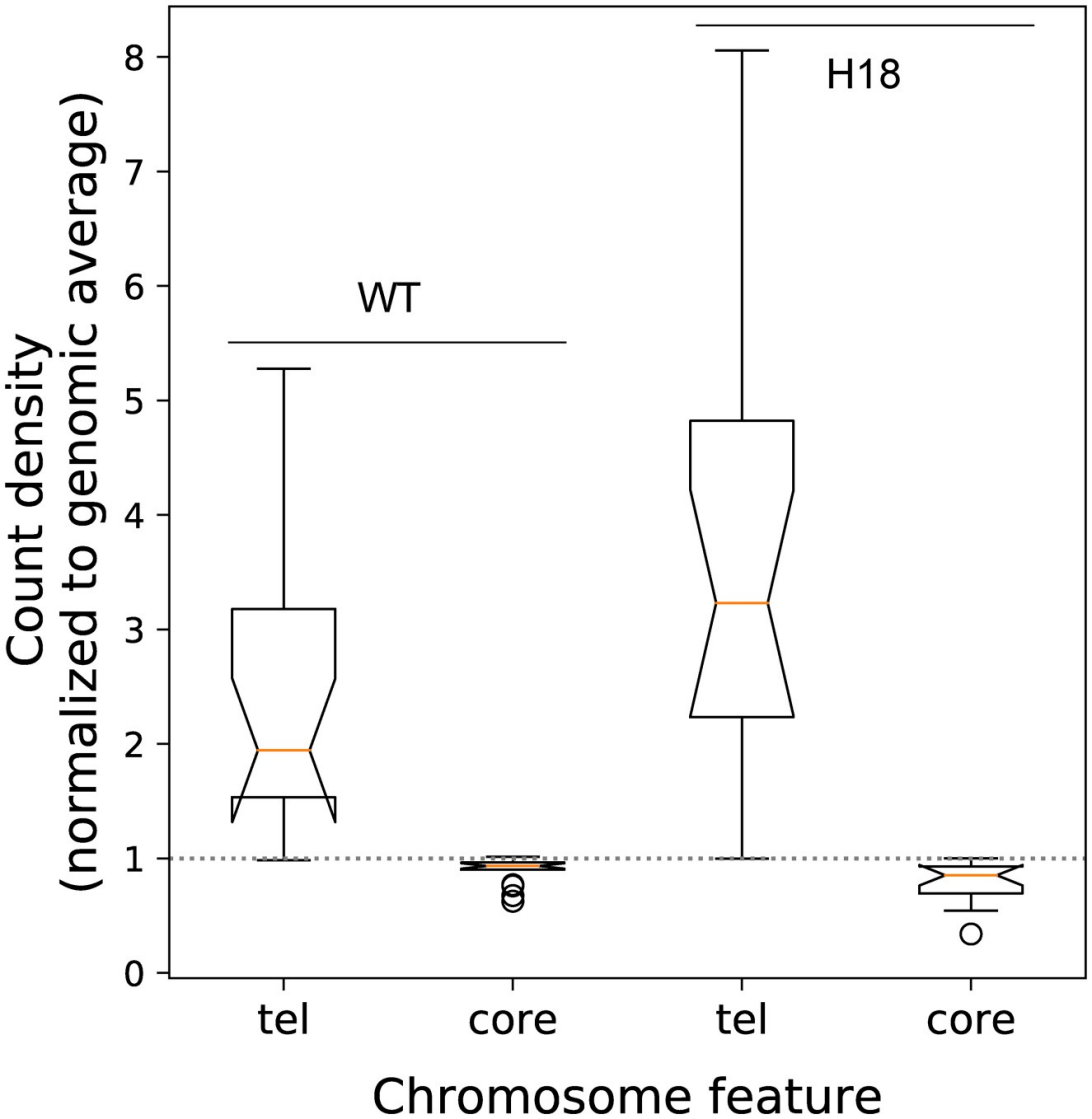
Rap1 binding in the genome. The level of Rap1 bound to the 20kb chromosome termini (tel) and the internal core regions excluding the termini (core) were determined from the ChIP-seq signal for each of the 16 chromosomes, and normalised to the genome average. The values are shown for the WT and H4H18A mutant strains. The box plots represent the inter-quartile range (IQR), the notch represents the significance at p<0.05, the orange line shows the median, and the whiskers is shown at 1.5× the IQR. Outliers are shown as individual data points.

### Re-distributed Sir3 is associated with transcriptional repression at the new loci

Sir3 peaks were identified in the ChIP-seq data of the mutant strains. 

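RNA was sequenced from cultures in late log phase, at 16 h, of 5 strains, in 8 libraries. There were 2 libraries of H4K16Q, 2 of H4H18A, 2 of the WT strain labelled H4, the control of the H4 mutants here (WT H4), 1 of H3E50A and 1 of the WT strain labelled H3, its control here (WT H3). The strain labels of the H4 mutant libraries name histone H3, and these libraries were mapped to the H4 mutants of the paper. The authors trimmed the reads, mapped them to the R64 yeast genome with RNA STAR and counted them per gene with featureCounts. The deposited tables hold whole-number counts for 6600 features without normalization. The total was 10529401 and 8645533 counts in H4K16Q, 621770 and 852659 in H4H18A, 4296089 and 1196115 in WT H4, 4256296 in H3E50A and 1561683 in WT H3. Features that overlap ribosomal RNA genes took between 0.180% and 33.9% of these counts. A gene with 3 counts, the limit that a count of 0 allows, had 0.217 CPM (counts scaled to the size of the library) in H4K16Q replicate 1 and 7.06 CPM in H4H18A replicate 1, and this limit covers counting error only.

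For the H4 mutants, the 6 libraries of H4K16Q, H4H18A and WT H4 were normalized by TMM and fitted together with edgeR's quasi-likelihood model, over the 5669 genes left by its filter on low counts. H3E50A was compared with WT H3 as the log2 ratio of normalized CPM with a prior count of 2, over 5962 genes, and since there was 1 library of each, these ratios have no replicate check and no p-value. The tests, thresholds, gene lists and alternatives were chosen before the data were examined, apart from those said to be chosen after. Replicates differed by far more than sampling noise, with a chi-square per gene of 549 in H4K16Q, 79.1 in H4H18A and 355 in WT H4. These values do not rank the strains by spread, since H4K16Q had the highest value and also the highest correlation between replicates. The Spearman correlation of log2 CPM across genes between replicates was 0.900 for H4K16Q, 0.828 for H4H18A and 0.639 for WT H4. That of WT H4 was the lowest of all pairs of libraries, and WT H4 replicate 2 was closest to WT H3, at 0.960. In counts simulated with the spread of these libraries, where 200 of 5616 genes were changed, the test recovered 15% of them with 1 false call. With a small spread between replicates it recovered 100% of 200 among 5613 genes, with 16 false calls.

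**Figure D1:**
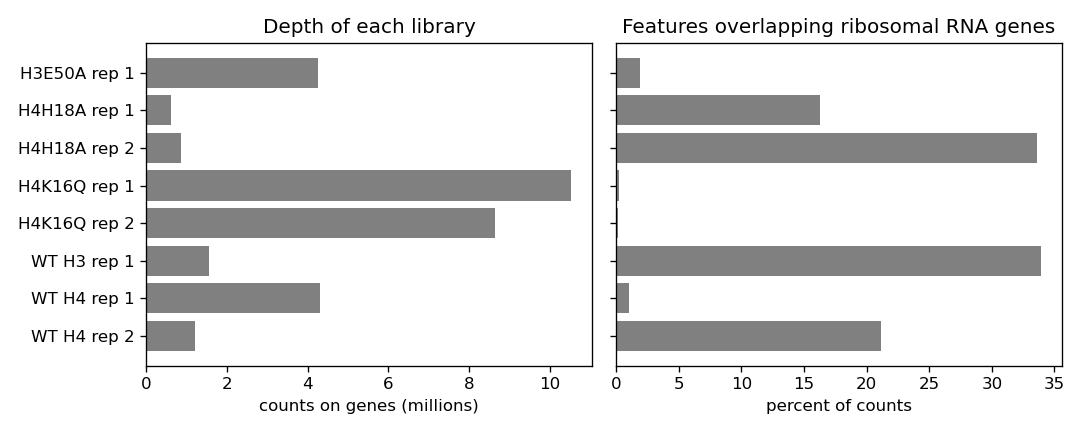
Total counts on genes (left) and percent of counts on features that overlap ribosomal RNA genes (right) in each of the 8 libraries, with 1 bar per library. The WT H4 replicates held 0.990% and 21.2% of their counts on these features, and the H4H18A libraries had the fewest counts.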

To assess whether the redistributed Sir3 repressed transcription in the newly occupied regions, we analysed the differential expression of genes in the mutant strains relative to the WT when the transcribed gene, including a 500 bp upstream region, overlapped with the identified new Sir3 peak. 

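S3 Table lists 34 genes at Sir3 peaks in the H4K16Q strain. Of these, 28 had enough counts in the RNA-seq libraries to be tested, and the others were not analysed here. The Sir3 peaks come from cultures in stationary phase and the RNA from cultures in late log phase. Sir3 occupancy in the cultures used for RNA is thus not known. In H4K16Q relative to WT H4, 13 of the 28 genes had a log2 fold change below 0 and 15 above 0. Among all tested genes, 55.6% had a log2 fold change below 0, and a one-sided exact binomial test for more lower genes than this share gave p = 0.879. Over the genes with no Sir3 peak in WT, 10 of 23 were lower (one-sided exact binomial p = 0.916). With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of the 28 genes had an adjusted p-value under 0.05, either adjusted over the list alone, where the smallest was 0.837, or over all genes tested. At an unadjusted p under 0.05 there were also 0. In 0 of the 28 genes did both H4K16Q libraries lie below both WT H4 libraries, and in 3 they lay above. The count depended most on WT H4 replicate 1, without which 3 of 26 genes were lower, while 19 of 27 were lower without H4K16Q replicate 2.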

In the H4K16Q mutant, 33 genes overlapped with Sir3 peaks, of which 22 genes were repressed compared to the WT. Given that 48% of the quantitated genes in the complete RNA-seq data set were down-regulated, a binomial probability distribution function of $\left(\frac{33}{22}\right)\times 0.48^{22}\times 0.52^{11}=0.01$ is obtained. Thus, there is only a 1% chance that random selection of 33 genes from this RNA-seq data set will include 22 down-regulated genes, strongly suggesting that the redistributed Sir3 indeed represses gene expression at most of the newly occupied loci.

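In the H4H18A strain, S3 Table lists 16 genes, of which 11 were tested. A log2 fold change below 0 was found for 6 of them (one-sided exact binomial p = 0.648). The smallest p-value adjusted over the list alone was 0.796 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 0 genes at an unadjusted p under 0.05. Over the genes with no Sir3 peak in WT, 6 of 9 were lower (one-sided exact binomial p = 0.375). Without WT H4 replicate 1, 0 of 10 genes were lower, and without H4H18A replicate 1, 7 of 11.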

There is no unique transcription factor binding site associated with all re-distributed Sir3 peaks. Importantly, Sir3 peaks were not always associated with an ARS consensus sequence, found in the E elements of the HM cassettes. We calculated the significance of the presence of factor binding sites in Sir3 peaks given the number of such factor sites in the genome, and assuming a Poisson probability distribution (S2 Table). It seems that Sir3 distributes to a number of sites, recruited by a combination of factors including Abf1, Rap1 and other factors (S2 Table). It therefore appears likely that Sir3 redistributes to a number of diverse secondary binding sites in the genome in the H4K16 and H4H18 mutant strains.

Considering the genes associated with Sir3 peaks in the mutant strains, we found that the YIL055C gene is common to all three extended CL mutant strains (S3 Fig and S3 Table). 

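YIL055C lies on chromosome IX of R64 from 252042 to 253925. Its mean level was 109.4 ± 125 CPM (SD, n = 2) in WT H4, 38.8 ± 26.4 CPM (SD, n = 2) in H4K16Q and 42.2 ± 40.2 CPM (SD, n = 2) in H4H18A. The WT H4 replicates themselves stood at 198 and 20.8 CPM. The log2 fold change was -1.52 (standard error 1.06) in H4K16Q, with an adjusted p of 0.997 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In H4H18A it was -1.43 (standard error 1.10, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without WT H4 replicate 1 the direction changed in both mutants, to 0.89 in H4K16Q and 0.98 in H4H18A. In the H3E50A library YIL055C was at 160 CPM against 43.0 CPM in WT H3, a log2 ratio of 1.89.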

YIL055C encodes a protein of unknown function that is associated with the mitochondrion and interacts genetically with the histone deacetylases Hda1 and Hos1, subunit 8 of ubiquinol cytochrome-c reductase (Complex III), the β-subunit of the Sec61-Sss1-Sbh1 ER translocation complex, actin and Cdc13, the telomere repeat binding protein involved in the regulation of telomere replication. A Δ*yil055c* strain is, however, not associated with CLE [37, 38].

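MAM3 (YOL060C, chromosome XV, 214017 to 216137) had a log2 fold change of -0.45 in H4K16Q (standard error 0.76) and of -0.45 in H4H18A (standard error 0.77). Its level was 228 ± 153 CPM (SD, n = 2) in WT H4, 168 ± 41.8 CPM in H4K16Q and 167 ± 56.4 CPM in H4H18A, so the difference was smaller than the spread of WT H4. The direction depended on WT H4 replicate 1, without which the log2 fold changes were 0.48 and 0.49. SND1 (YDR186C, chromosome IV, 832859 to 835492) changed by 0.25 on the log2 scale in H4K16Q (standard error 0.72) and by -0.15 in H4H18A (standard error 0.73). It stood at 240 ± 57.0 CPM in WT H4, 288 ± 5.86 CPM in H4K16Q and 216 ± 30.2 CPM in H4H18A (SD, n = 2 each). In H4H18A its sign changed without H4H18A replicate 2, to 0.048, and without WT H4 replicate 1, to 0.13.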

The redistributed Sir3 peaks of the H4K16Q and H4H18A mutant strains commonly cover MAM3, encoding a protein associated with the ER membrane that is required for mitochondrial morphology, and SND1, encoding a protein involved in alternative ER targeting. Again, neither Δ*mam3* nor Δ*snd1* strains are associated with CLE [37, 38] (Fig 6a–6d).

**Fig 6:**
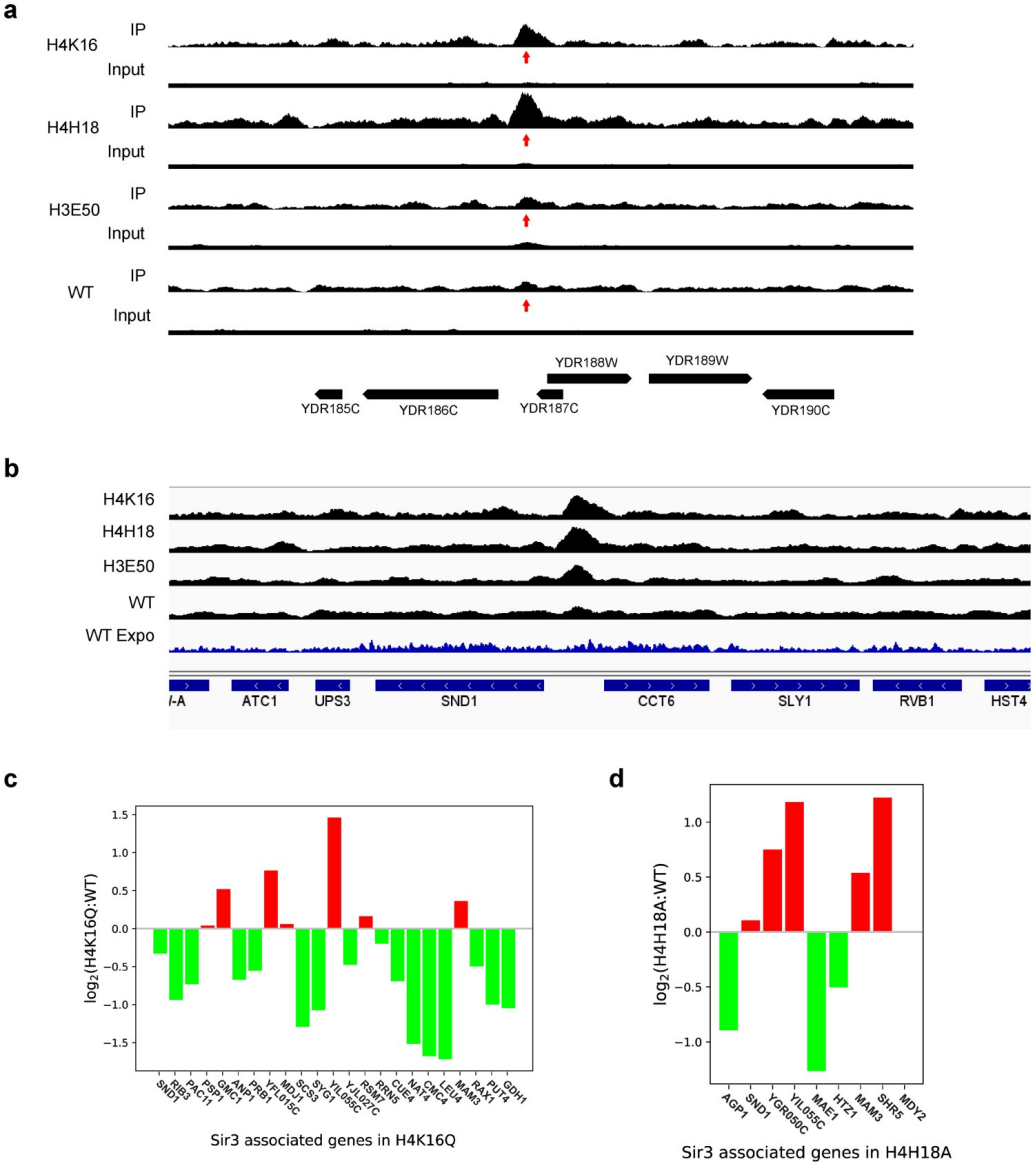
Binding of Sir3 to secondary loci in the genome. (**a**) The normalised level of bound Sir3 in a region of the right arm of chromosome IV is shown for the H4K16Q, H4H18A, H3E50A and WT strains. The arrow identifies a Sir3 peak present upstream of the YDR186C (SND1) gene in the H4K16Q and H4H18A strains, but not in the H3E50A or WT strains. (**b**) IGV Sir3 ChIP-seq tracks for the H4K16Q, H4H18A, H3E50A and WT strains at day 6, and the blue track of WT Sir3 ChIP-seq at exponential phase (Expo) from [36]. Bar graphs showing average log2 fold change for the genes associated with secondary Sir3 peaks in H4K16Q (**c**) and H4H18A strains (**d**). Wald test estimated the standard error of log2 fold change using two biological replicates.

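Of the genes at Sir3 peaks tested in H4K16Q, 3 had both mutant libraries above both WT H4 libraries. They were LEU4, with a log2 fold change of 1.67 (standard error 1.06), SYG1, with 0.99 (standard error 0.77), and SND1. After YIL055C, the lowest log2 fold changes were those of YJL027C, at -1.23 (standard error 1.44), and UTR5, at -0.98 (standard error 0.88). In H4H18A, QCR6 alone had both mutant libraries above both WT H4 libraries, with a log2 fold change of 0.74 (standard error 0.81). MAE1 had the largest, 1.10 (standard error 1.15). Of the genes named here, UTR5 and QCR6 have a Sir3 peak in WT too. Leaving out 1 library at a time, MAE1 ran from 0.22 to 3.77 and QCR6 from 0.45 to 1.14 in H4H18A. In H4K16Q, LEU4 ran from 1.08 to 2.18, SYG1 from 0.44 to 1.57 and UTR5 from -1.41 to 0.15. Each of these standard errors comes from 2 libraries per strain, with the spread shared over the 3 H4 groups.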

It was previously shown that the propagation and termination of repressive heterochromatin domains occur with a degree of randomness that is the basis for position effect variegation [39]. It is thus expected that the exact positions of the new loci associated with Sir3 will differ between cells and between strain, which could allow different genes that have an impact on the regulation of lifespan to be repressed in the otherwise identical H4K16 and H4H18 mutant strains. The GDH1 glutamate dehydrogenase gene is repressed in the H4K16 mutant strain, and is associated with a CLE phenotype in a null strain [37]. 

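GDH1 (YOR375C) lies on chromosome XV of R64 from 1041678 to 1043042. It was at 460 CPM in replicate 1 of H4K16Q and 1965 CPM in replicate 2, against 973 and 272 CPM in the WT H4 replicates of the same numbers. The log2 ratio of mutant to WT H4 was thus -1.08 in replicate 1 and 2.85 in replicate 2. In the fit of all libraries, the log2 fold change was 0.95 (standard error 1.24, adjusted p = 0.997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.82 without H4K16Q replicate 1, -0.45 without H4K16Q replicate 2, 2.15 without WT H4 replicate 1 and 0.49 without WT H4 replicate 2.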

In the H4H18 mutant strain the AGP1, HTZ1 and SHR5 genes, encoding a glutamine transporter, the histone H2A.Z, and a palmitoyltransferase that suppresses Ras1 function, are associated with new Sir3 loci, and were all shown to be associated with CLE phenotypes in null mutants [37, 38]. 

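AGP1 (YCL025C, chromosome III, 76018 to 77919) was at 219 ± 126 CPM in WT H4 and 395 ± 231 CPM in H4H18A (SD, n = 2 each). Its log2 fold change in H4H18A was 0.84 (standard error 0.93). It fell to 0.079 without H4H18A replicate 1, and its highest value leaving out 1 library was 1.62. HTZ1 (YOL012C, chromosome XV, 303579 to 303983) was at 32.5 ± 5.54 CPM in WT H4 and 44.5 ± 36.9 CPM in H4H18A. Its log2 fold change of 0.41 (standard error 0.71) was -0.83 without H4H18A replicate 1, and at most 1.18 leaving out 1 library. SHR5 (YOL110W, chromosome XV, 109176 to 109889) was at 84.2 ± 89.7 CPM in WT H4 and 36.2 ± 22.0 CPM in H4H18A, with a log2 fold change of -1.27 (standard error 0.97). Without WT H4 replicate 1 that of SHR5 was 0.77, and its lowest value leaving out 1 library was -2.04. Of these 3 genes 0 passed the threshold, with an adjusted p of 0.999 for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.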

The redistributed Sir3 is thus associated with genes that were previously shown to confer extended CLs in null mutants, and could provide a simple, causative link between Sir3 redistribution and lifespan expansion.

### The H4K16Q and H4H18A mutants have similar transcription profiles that differ from that of H3E50A

Although it is possible that the repression of one or a few genes by redistributed Sir3 may impact on the expression of a central and important component in a pathway involved in the regulation of CL, and single genes identified above may contribute to lifespan extension, we note that the transcriptomic profile of the CLE strains differ from that of the WT strain at hundreds of genes. It is thus likely that the histone mutations also have gene regulatory effects other than Sir3 binding, or that the redistribution of Sir3 in the genome have indirect effects that impact on many additional genes, some of which are involved in CLE. 

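Across 5669 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05 called 0 genes changed in H4K16Q and 0 in H4H18A. The smallest adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.997 and 0.999. At an unadjusted p under 0.05 there were 211 genes in H4K16Q, 63 higher and 148 lower, and 126 in H4H18A, 9 of them higher, where 283 are expected by chance. The direct comparison of the mutants with each other called 0 genes, with 88 at an unadjusted p under 0.05. Both mutant libraries lay on the same side of both WT H4 libraries for 30.7% of genes in H4K16Q and 26.1% in H4H18A, against 33.3% by chance. The alternative that moved the count most was DESeq2's Wald test, which called 15 genes in H4K16Q, 2 higher and 13 lower. With libraries scaled by total counts alone, the median log2 fold change of all genes shifted from -0.10 to -0.26 in H4K16Q and from -0.088 to -0.56 in H4H18A. A deposited table of the authors for each replicate compares 1 mutant library with 1 WT H4 library. In the authors' deposited tables for H4K16Q, 685 genes were higher and 306 lower at an adjusted p under 0.05 in both replicates, and 1193 changed in opposite directions. For H4H18A the authors' deposited tables gave 80 genes higher in both, 51 lower in both and 69 in opposite directions.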

We therefore analysed the RNA-seq data of three CLE strains to attempt to identify functional GO categories or pathways that presented an additional possible mechanistic basis for the observed extended CL.

Gene expression is significantly down-regulated in stationary phase [40]. Although the expression or repression of specific genes in stationary phase may support CLE, we were interested in the transcription programme that preceded stationary phase, and that may prepare a biochemical state that allowed subsequent extended CL in stationary phase. For this reason, we performed RNA-seq analyses on cultures in late log phase.

The H4K16 and H4H18, H4K16 and H3E50 and H4H18 and H3E50 RNA-seq datasets have Spearman rank correlation coefficients of 0.7, -0.04 and -0.2 respectively, showing that H4K16 and H4H18 are most closely related, and that the H3E50 profile has little correlation to either of the H4 mutant strain sets.

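The Spearman coefficients of these libraries were computed across 5962 genes on mean log2 ratios, and genes are not independent replicates. H4K16Q and H4H18A had a coefficient of 0.681. With replicate 1 of each strain only, it was 0.660, and with replicate 2 only, 0.404. Both mutants were compared with the same WT H4 libraries. Unchanged groups simulated with a shared control had a mean coefficient of 0.450, between 0.413 and 0.474 in 100 simulations. The simulation gave all strains the same spread, but the WT H4 replicates were the least alike (Spearman correlation 0.639). It can thus understate the coefficient that the shared control gives. When each mutant was compared with another WT H4 library, which puts the difference between these libraries into the ratios with opposite signs, the coefficient was -0.0098 or -0.124. Without H4H18A replicate 1 it was 0.450 and without H4K16Q replicate 2 it was 0.486.

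H4K16Q and H3E50A had a coefficient of 0.0268, against a simulated mean of 7.1e-05. It was -0.215 in replicate 1 of the H4 libraries and 0.277 in replicate 2. The coefficient was 0.406 without WT H4 replicate 1, -0.300 without WT H4 replicate 2, -0.0760 without H4K16Q replicate 1 and 0.109 without H4K16Q replicate 2. For H4H18A and H3E50A the coefficient was -0.172, against a simulated mean of -0.0023. Its direction changed without WT H4 replicate 1, to 0.306, and without H4H18A replicate 2, to 0.106, and it was -0.438 without H4H18A replicate 1 and -0.396 without WT H4 replicate 2.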

An analysis of the GO terms for biological processes enriched for the genes that are induced in the H4K16Q strain (adjusted p<0.05) compared to the WT show a significant enrichment for biosynthetic processes, cytoplasmic translation, ribosome biogenesis and RNA processing (S4 Table). 

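Gene lists written from the categories of the paper were tested in H4K16Q with camera, at a preset correlation between genes of 0.01 and with Benjamini-Hochberg adjustment over 17 lists. Genes of cytoplasmic ribosomal proteins had a median log2 fold change of 1.64 and 131 of 137 were higher (camera adjusted p = 1.0e-44, Benjamini-Hochberg). Both replicates showed this direction, with medians of 3.45 and 1.10. The median was 0.88 without WT H4 replicate 1 and 3.92 without WT H4 replicate 2. For genes of ribosome biogenesis the median was 0.052, with 81 higher and 77 lower (camera adjusted p = 0.104, Benjamini-Hochberg). The replicates went opposite ways, at 1.57 and -1.03, and the median was -0.10 with total counts only as the scaling, which lowered the median of all genes too. It stood at -0.32 without H4K16Q replicate 1, 0.35 without H4K16Q replicate 2, -0.55 without WT H4 replicate 1 and 1.34 without WT H4 replicate 2. Of the 17 lists, 14 passed the threshold in camera, and 0 did with fry or with an estimated correlation between genes, for which the smallest adjusted p-values are 0.139 and 0.116 (Benjamini-Hochberg).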

The largest number of induced genes further map to pathways involved in the biosynthesis of secondary metabolites and amino acids, ribosome biogenesis, RNA transport and purine metabolism (S5 Table). 

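In H4K16Q, 69 of 79 genes of amino acid biosynthesis were higher, with a median log2 fold change of 1.13 (camera adjusted p = 4.2e-15, Benjamini-Hochberg). The medians of the replicates were 2.09 and 0.56. The list stood at 0.76 without WT H4 replicate 1 and at 2.39 without WT H4 replicate 2. Of the 22 genes of purine biosynthesis, 18 were higher, and the median was 0.68 (camera adjusted p = 0.000117, Benjamini-Hochberg). It was 1.31 without H4K16Q replicate 1, 0.16 without H4K16Q replicate 2, 0.011 without WT H4 replicate 1 and 2.23 without WT H4 replicate 2.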

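Genes of respiratory chain complex assembly were lower in H4K16Q, with a median log2 fold change of -0.49 over 59 genes, of which 47 were lower (camera adjusted p = 0.00397, Benjamini-Hochberg). Replicate 1 had a median of -0.94 and replicate 2 of 0.13. The median was -0.11 without H4K16Q replicate 1 or without WT H4 replicate 1. Genes of Ty elements were not analysed here.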

Genes that are down regulated in the H4K16Q strain (adjusted p<0.05) are associated with DNA integration, recombination and biosynthetic processes, as well as mitochondrial respiratory chain complex assembly (S6 Table). Down regulated pathways include metabolic, cell cycle, MAPK signalling, autophagy and carbon metabolism pathways (S7 Table). It thus appears that in late log the cell is actively synthesizing proteins, but shutting down oxidative phosphorylation and DNA synthesis. 

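For 82 cell cycle genes the median log2 fold change in H4K16Q was -0.45, and 65 were lower (camera adjusted p = 0.00387, Benjamini-Hochberg). The replicates stood at -0.37 and -0.54, and the median was -0.17 without WT H4 replicate 2 and -0.24 without H4K16Q replicate 1. For 35 autophagy genes the median was -0.30, with 24 lower (camera adjusted p = 0.606, Benjamini-Hochberg). It was -0.35 in replicate 1 and 0.30 in replicate 2, and became -0.66 without H4K16Q replicate 1, -0.038 without H4K16Q replicate 2, 0.61 without WT H4 replicate 1 and -0.61 without WT H4 replicate 2. Glucose-repressed genes of carbon use had a median of 0.44, with 18 of 31 higher (camera adjusted p = 0.0104, Benjamini-Hochberg). This median was -1.22 without H4K16Q replicate 1, 1.02 without H4K16Q replicate 2, 3.62 without WT H4 replicate 1 and -0.20 without WT H4 replicate 2.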

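Among 50 genes of oxidative phosphorylation, 37 were higher in H4K16Q, with a median log2 fold change of 0.38 (camera adjusted p = 0.00711, Benjamini-Hochberg) and replicate medians of 0.29 and 1.03. The median was -0.070 without H4K16Q replicate 1, 0.74 without H4K16Q replicate 2, 1.54 without WT H4 replicate 1 and -0.0036 without WT H4 replicate 2. Of the 22 genes of the tricarboxylic acid cycle, 19 were higher, with a median of 0.69 (camera adjusted p = 0.000592, Benjamini-Hochberg). This median was 1.84 without WT H4 replicate 1 and 0.22 without WT H4 replicate 2. The cycle's genes stood at 0.33 and 1.30 in the replicates. Genes of mitochondrial ribosomal proteins had a median of -0.45, with 52 of 65 lower (camera adjusted p = 0.00397, Benjamini-Hochberg). Their median was -0.21 without H4K16Q replicate 1, -0.21 without WT H4 replicate 1 and -0.27 without WT H4 replicate 2.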

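In H4H18A, 6 of the 17 gene lists passed the threshold in camera. With a replicate block or total counts only, 9 passed, with ribosome biogenesis, autophagy and Msn2/4 stress genes added. With all 3 WT libraries as the control, Msn2/4 stress genes, the retrograde response and the tricarboxylic acid cycle were added to the 6, and with fry or an estimated correlation 0 passed. Cytoplasmic ribosomal protein genes had a median log2 fold change of 0.95, with 127 of 137 higher (camera adjusted p = 7.2e-26, Benjamini-Hochberg). They stood at 3.06 in replicate 1 and -0.10 in replicate 2, and at 0.18 without WT H4 replicate 1 and 3.04 without WT H4 replicate 2. Amino acid biosynthesis had a median of 0.68, with 65 of 79 higher (camera adjusted p = 3.1e-09, Benjamini-Hochberg), which was 0.25 without WT H4 replicate 1 and 1.74 without WT H4 replicate 2. Purine biosynthesis had a median of 0.62, with 20 of 22 higher (camera adjusted p = 7.9e-06, Benjamini-Hochberg), which was -0.022 without WT H4 replicate 1 and 2.14 without WT H4 replicate 2. Ribosome biogenesis had a median of 0.071, and -0.35 with total counts only, and 0.55 without H4H18A replicate 1, -0.70 without H4H18A replicate 2, -0.46 without WT H4 replicate 1 and 1.12 without WT H4 replicate 2 (camera adjusted p = 0.0531, Benjamini-Hochberg).

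Oxidative phosphorylation in H4H18A had a median of 0.062, which was -0.93 without H4H18A replicate 1, 0.68 without H4H18A replicate 2, 1.13 without WT H4 replicate 1 and -0.46 without WT H4 replicate 2 (camera adjusted p = 0.353, Benjamini-Hochberg). The tricarboxylic acid cycle had a median of 0.31, or -0.85 without H4H18A replicate 1, 0.78 without H4H18A replicate 2, 1.35 without WT H4 replicate 1 and -0.26 without WT H4 replicate 2 (camera adjusted p = 0.124, Benjamini-Hochberg). With total counts only, these medians were -0.48 and -0.27. Cell cycle genes had a median of -0.23, which was -0.054 without H4H18A replicate 1, -0.44 without H4H18A replicate 2 and 0.017 without WT H4 replicate 2 (camera adjusted p = 0.465, Benjamini-Hochberg). Autophagy genes had a median of -0.55, with 27 of 35 lower (camera adjusted p = 0.0531, Benjamini-Hochberg), and -1.05 without H4H18A replicate 1, -0.23 without H4H18A replicate 2, 0.25 without WT H4 replicate 1 and -1.04 without WT H4 replicate 2. Respiratory chain complex assembly had a median of -0.22, which was -0.35 without H4H18A replicate 1, -0.13 without H4H18A replicate 2, 0.14 without WT H4 replicate 1 and -0.37 without WT H4 replicate 2 (camera adjusted p = 0.465, Benjamini-Hochberg).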

A very similar pattern of regulated genes and enriched GO functional categories and pathways was observed for the H4H18A strain (S4–S7 Tables).

In contrast, the H3E50A mutant shows increased expression of genes associated with oxidation-reduction processes, generation of precursor metabolites, energy derivation by oxidation of organic compounds, tricarboxylic acid cycle and the electron transport chain (S4 Table). 

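In the H3E50A library, 1319 of 5962 genes were at least 2-fold higher than in the WT H3 library and 1385 at least 2-fold lower. Genes of the tricarboxylic acid cycle had a median log2 ratio of 3.26, with 21 of 22 higher. Those of oxidative phosphorylation had a median of 2.70, with 49 of 50 higher. Both medians were above all of 10000 random lists of the same size matched on mean expression, a percentile of 100 that describes these libraries. The counts moved most with the WT H4 libraries as the control, to 995 higher and 1034 lower. With that control the medians were 2.54 and 2.49. MLS1, SIP18 and PCK1 had the largest rises among genes of at least 10 CPM. MLS1 was at least 2275-fold higher, since WT H3 had a count under its limit, and the log2 ratios of SIP18 and PCK1 were 9.93 and 9.48.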

Enriched pathways include carbon metabolism, tricarboxylic acid metabolism, respiratory electron transport chain, oxidative phosphorylation and autophagy (S5 Table). 

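The 36 autophagy genes had a median log2 ratio of 1.26 in H3E50A, with 32 higher (percentile 100). Respiratory chain complex assembly stood at 0.97, with 50 of 60 genes higher, and mitochondrial ribosomal proteins at 1.03, with 58 of 67 higher. Glucose-repressed genes of carbon use had a median of 3.95, with 29 of 31 higher. In all, 13 of 17 lists lay outside the central 95% of random lists, and the same 13 did with all 3 WT libraries as the control. With the WT H4 libraries as the control 13 did, but amino acid biosynthesis no longer did (percentile 6.97) and meiosis did (percentile 0.52).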

Down regulated genes include the GO functional categories of ribosome biogenesis, cytoplasmic translation, RNA processing (S6 Table), ribosome biogenesis, cell cycle, and purine metabolism pathways (S7 Table).

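Cytoplasmic ribosomal protein genes had a median log2 ratio of -1.94 in H3E50A relative to WT H3, and 135 of 137 were lower. For ribosome biogenesis the median was -1.44, with 152 lower and 6 higher. Both were at percentile 0 of the random lists. Purine biosynthesis stood at -1.57, with 21 of 22 lower (percentile 0.01), cell cycle genes at -0.50, with 64 of 82 lower (percentile 0.03), and amino acid biosynthesis at -0.58, with 53 of 79 lower (percentile 0.11). With the WT H4 libraries as the control, ribosomal proteins stood at -0.41, purine biosynthesis at -0.46, ribosome biogenesis at -0.91 and amino acid biosynthesis at 0.10. NRM1, HO and KIN3 had the largest falls. With no count in H3E50A for any of them, they were at least 73.8-fold, 60.6-fold and 35.0-fold lower.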

The transcriptomic profile of the H3E50A mutant strain is essentially the inverse of the H4K16Q and H4H18A strains. 

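The gene lists were compared in each mutant library relative to the WT library of the same number. In H3E50A the lists of translation were lower and those of respiration higher. In H4K16Q and H4H18A, amino acid biosynthesis had a median above 0 in each replicate and in each fit that left out 1 library. Cytoplasmic ribosomal proteins had too, except in replicate 2 of H4H18A (-0.099). WT H3 relative to WT H4, a comparison without a mutant, had medians of 0.61 for amino acid biosynthesis and 1.56 for cytoplasmic ribosomal proteins. A rise of these lists over WT H4 is thus not particular to the H4 mutants. The direction of oxidative phosphorylation in the H4 mutants depended on the library left out.

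**Figure D2:**
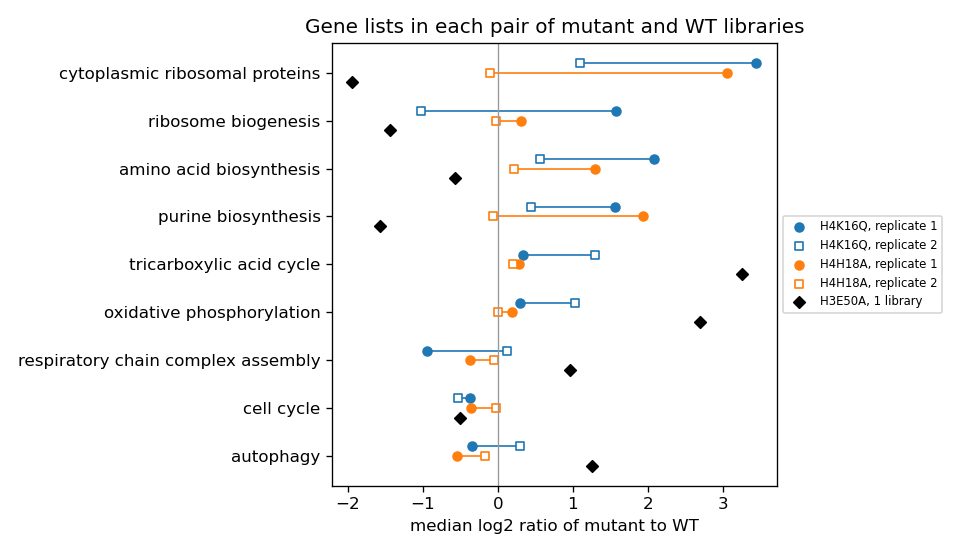
Median log2 ratio of mutant to WT for 9 gene lists, in the replicates of H4K16Q and H4H18A (circles and squares, joined by a line) and in the library of H3E50A (diamonds), with TMM scaling. H3E50A lies at -1.94 for cytoplasmic ribosomal proteins and 2.70 for oxidative phosphorylation, and the replicates of H4K16Q lie at 1.57 and -1.03 for ribosome biogenesis.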

Protein synthesis is down regulated, and the tricarboxylic acid cycle and the oxidative phosphorylation is activated. It thus appears that the H3E50A strain is actively synthesizing ATP by oxidative phosphorylation in late log phase. MSN4, CIT2, SOD1 and SOD2 are all significantly induced in the H3E50A strain, suggesting that the mitochondrial retrograde response is active, and that the yeast cell is responding to oxidative stress and inducing Msn4 responsive stress genes. It is surprizing that the mutation of a single residue that stabilises the position of the N-terminal tail of histone H3 in the nucleosome induces a mitochondrial retrograde response or related transcriptomic effect. 

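MSN4 (YKL062W, chromosome XI, 323228 to 325120) was at 346 CPM in H3E50A and 102.9 CPM in WT H3, a log2 ratio of 1.75. CIT2 (YCR005C, chromosome III, 120946 to 122328) had a log2 ratio of 4.16, SOD1 (YJR104C, chromosome X, 622550 to 623014) of 1.27 and SOD2 (YHR008C, chromosome VIII, 122889 to 123590) of 2.87. With the WT H4 libraries as the control, the ratio of SOD1 was 0.37, that of SOD2 1.68 and that of CIT2 2.28. Against WT H4 replicate 1 alone, H3E50A was lower for CIT2 (1494 against 2228 CPM) and SOD1 (2739 against 5963 CPM). SOD2 was nearly level with that library (1883 against 1837 CPM), and MSN4 was higher (346 against 56.9 CPM). MSN2 had a log2 ratio of -0.080, and 0.055 with the WT H4 libraries as the control. Genes of the retrograde response had a median of 3.57, with 12 of 14 higher, and Msn2/4 stress genes a median of 2.63, with 38 of 40 higher. Between the WT H4 replicates, which carry no mutation, the same lists had medians of 1.68 and 2.80.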

The H4K16Q and H4H18A strains display elevated MSN2/4 expression levels, but decreased CIT2, SOD1 and SOD2 levels, suggesting the absence of the retrograde response, and the presence of a general stress response in these mutant strains.

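MSN4 was at 75.9 ± 26.9 CPM in WT H4, 206 ± 9.39 CPM in H4K16Q and 127 ± 20.4 CPM in H4H18A (SD, n = 2 each), with log2 fold changes of 1.43 (standard error 0.64) and 0.74 (standard error 0.64). Each mutant library of MSN4 was above each WT H4 library. Leaving out 1 library at a time, MSN4 ran from 1.11 to 2.00 in H4K16Q and from 0.43 to 1.18 in H4H18A. In replicate 2 of H4H18A its log2 ratio was 0.24. MSN2 (YMR037C, chromosome XIII, 344403 to 346517) had log2 fold changes of -0.10 (standard error 0.56) and 0.037 (standard error 0.57). The adjusted p-values of both genes were 0.997 in H4K16Q and 0.999 in H4H18A in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For MSN2 the sign changed in H4K16Q, to 0.062 without H4K16Q replicate 2 and 0.29 without WT H4 replicate 2, and in H4H18A, to -0.032 without H4H18A replicate 2 and -0.16 without WT H4 replicate 1.

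CIT2 had log2 fold changes of -0.089 (standard error 1.69) in H4K16Q and -0.85 (standard error 1.71) in H4H18A. Its level in the WT H4 replicates was 2228 and 42.2 CPM, and its sign changed in H4K16Q, to 0.65 without H4K16Q replicate 2 and 4.67 without WT H4 replicate 1, and in H4H18A, to 0.099 without H4H18A replicate 2 and 3.93 without WT H4 replicate 1. SOD1 had -0.35 (standard error 1.42) and -0.53 (standard error 1.43), with the other sign at 0.30 without H4K16Q replicate 1 and 1.82 without WT H4 replicate 1 in the former and at 0.044 without H4H18A replicate 2 and 1.64 without WT H4 replicate 1 in the latter. For SOD2 the values were 0.16 (standard error 1.32) and -0.44 (standard error 1.32), with the other sign at -0.095 without H4K16Q replicate 2 and -0.53 without WT H4 replicate 2 in the former and at 0.41 without H4H18A replicate 2 and 2.01 without WT H4 replicate 1 in the latter. In replicate 1 of H4K16Q the log2 ratios of CIT2, SOD1 and SOD2 were -0.31, -1.88 and -0.94, and in replicate 2 they were 3.11, 2.30 and 2.82. The retrograde response list had medians of 0.90 in H4K16Q (camera adjusted p = 0.00234, Benjamini-Hochberg) and 0.39 in H4H18A (camera adjusted p = 0.113, Benjamini-Hochberg). That of H4K16Q was 0.37 without H4K16Q replicate 1, 2.01 without WT H4 replicate 1 and 0.48 without WT H4 replicate 2. For H4H18A it was -0.18 with total counts only, and -0.99 without H4H18A replicate 1, 1.08 without H4H18A replicate 2, 1.74 without WT H4 replicate 1 and 0.060 without WT H4 replicate 2. Msn2/4 stress genes had medians of 0.31 (camera adjusted p = 0.00234, Benjamini-Hochberg) and 0.18 (camera adjusted p = 0.0861, Benjamini-Hochberg). The former was 0.18 without H4K16Q replicate 2, 2.31 without WT H4 replicate 1 and -0.16 without WT H4 replicate 2. The latter was -0.39 with total counts only, and -1.42 without H4H18A replicate 1, 1.01 without H4H18A replicate 2, 2.00 without WT H4 replicate 1 and -0.49 without WT H4 replicate 2.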

## Discussion

We have identified four groups of H3 and H4 residues situated in different regions of the nucleosome where substitution have an impact on CL. The location of each group provides a hint of the possible mechanistic route by which it influences CL. The first group consists of residues exposed to the solvent on the face disk of the nucleosome and present in the N-terminal tails. The residues on the face disk are involved in binding to the Sir3 heterochromatin protein and cause a pronounced extension of CL. The operative substitution of these residues do not necessarily represent valid epigenetic switches. H4K16, for example, confers CLE when substituted with either R, Q or A. It seems that an unmodified K residue stabilises binding to Sir3 by forming a hydrogen bond between the ε–amino group and the S67 hydroxyl in the BAH domain of Sir3 [30], an association that is necessary for a normal CL. Any alteration disrupts this H-bond, irrespective of whether it is an epigenetic mimic or not, and extends CL. Another example is H4H18, a residue that was also shown to interact with Sir3 by formation of an H-bond between the imidazole imino group and E95 in the BAH domain [30]. H4H18 extents CL when mutated to an A, which does not represent a valid epigenetic state switch.

H3T11, on the other hand, present in the N-terminal tail of H3, extends CL when substituted with D, a mutation that mimics constitutive phosphorylation. The WT residue and the H3T11A mutant exhibit a CL similar to that of the population average. This category of residue is of acute interest, since it represents an epigenetic mark where transition between different epigenetic states modulate CL.

The second group of residues in the nucleosome is defined by the single member, H3E50. This residue, like the members of the first group, causes prolonged CL when mutated, but is not involved in binding to Sir3. The WT residue makes an H-bond to an amino group in H4R39, and contributes to setting the exit position of the H3 N-terminal tail in the nucleosome. When substituted in the H3E50A mutant, CL is extended. It was previously shown that the H3E50A mutant has a double strand break checkpoint defect [41], suggesting an alternative mechanistic pathway by which a histone residue can effect CLE.

The third group of residues are clustered at the extremities of the histone folds of H3 and H4, at L1 and L2, and are likely to be involved in stabilizing the conformations of the α1 and α3 helices relative to α2, as well as binding to the DNA duplex. These residues may be involved in stabilizing the H3-H4 dimer in its structural frame in the nucleosome. It is possible that substitutions at the L1 and L2 positions influence H3-H4 dimer binding in the nucleosome and are likely to have a pleiotropic effect and an impact on diverse functionalities of chromatin. This category of substitution is likely to confer CLE through several pathways since it may involve disparate functions of the genome. Residues in group three typically extend CL to a lesser degree than residues in groups one and two.

The fourth category is composed of residues buried within the octamer and are likely involved in stabilizing the histone octamer itself. Residues in the fourth category are exclusively associated with a shortened CL when substituted. We postulate that these mutations disrupt the structural stability of the nucleosome, a fundamental structural unit of chromatin, and may accelerate apoptosis. It was previously shown that loss of histone H3 and H4 reduced CL [32].

The Workman group showed that H3T11 was phosphorylated by both Sch9 and Cka1, and reported that Δ*sch9* and Δ*cka1* as well as H3T11A prolonged CL [20]. Although this seems opposite to our result where the phosphorylated mimic H3T11D showed CLE, we note that the Δ*sch9* mutant strain will facilitate activated expression of Msn2/4 stress response genes associated with CLE [42], and it is not clear if the CLE observed was due to absence of H3T11 phosphorylation or induction of stress response genes. A phosphorylated mimic H3T11D was not tested [20].

A SPELL analysis [43] showed that both the H4K16 and H4H18 mutant gene expression profiles were most closely related to that of yeast strains under conditions of carbon and nitrogen stress or DNA replication stress. Importantly, neither the H4K16 nor H4H18 mutant strain exhibited a gene expression profile similar to a *sir3Δ* strain. The H3E50 transcriptomic profile matches most closely sets related to stationary phase entry, carbon utilization, diauxic shift, fermentation and respiration.

A search of the HistoneHits database [44] of the classic phenotypes associated with histone mutants showed that H3E50A was associated with a modest decrease in the DNA damage phenotype. H4K16A and H4K16Q showed decrease in telomeric silencing and mating efficiency, and H4K16A, H4K16Q and H4K16R showed HM cassette derepression. H4H18A and H4H18Q displayed defects in HM and telomeric silencing. The majority of H4 tail deletions between 1 and 28 exhibited HM cassette silencing defects. We note that although chronological aging is associated with HM derepression, overexpression of MATalpha1 gene in haploid MATa strain is associated with decreased chronological aging [45].

We propose that the redistribution of Sir3 to alternative sites in the genome is caused by a change in the affinity of the binding site on the face of the nucleosome disk for the Sir3 BAH domain, due to the substitution of an interacting histone residue. In *S*. *cerevisiae*, heterochromatin is typically initiated by the recruitment of a heterochromatin protein such as Sir1 to a DNA-bound initiation factor such as Orc1 [46]. The heterochromatin domain is propagated by the binding of a modifying enzyme such as the Sir2 deacetylase to the heterochromatin initiation core, deacetylation of H4K16ac of the adjacent nucleosome, binding of the heterochromatin protein complex Sir3/Sir4 to the modified nucleosome, and re-recruitment of Sir2 by the newly deposited Sir3/Sir4. The continuous, repetitive modification of each adjacent nucleosome and subsequent binding of Sir3/Sir4 leads to the progressive extension of the heterochromatin domain along the DNA [47, 48].

Both the initiation factor as well as the nucleosome contribute to define a binding affinity, and this initial affinity will influence successive binding affinities in the propagated heterochromatin domain due to contact between the neighbouring Sir3/Sir4 sub-units [49]. This propagation continues with a defined probability with every consecutive, interacting Sir3/Sir4 sub-unit, or until firm termination by an insulator, TFIIIC bound to a pol III gene A-box [49] or a euchromatic domain defined by an epigenetic modification such as H3K79me3 [50] or the enrichment of histone variant Htz1 [51].

We did not detect any transcription factor binding site that was invariably associated with the redistributed Sir3 domains in the mutant strains. A range of sites were linked to the new loci, suggesting that Sir3 is recruited to different regions of the genome by a number of different or even a mixture of initiator factors such as Abf1 and Rap1, known to bind to Sir3 [52]. When comparing the Sir3 alternative sites in the mutant strains and the secondary binding sites induced by Sir3 overexpression [53, 54], we observe minimal overlap, suggesting that the recruitment of Sir3 to the alternative sites that cause lifespan extension does not resemble the same recruitment patterns as in cells with ectopic Sir3 expression. Therefore, our proposed model predicts systematic redistribution of Sir3 to regions that are key for CLE, contrary to increased concentrations of Sir3. These secondary binding sites will also have an affinity defined by a combination of the recruiting factor and the binding site on the nucleosome face.

We considered the validly of such a redistribution model by considering the equilibrium binding of Sir3 to two classes of binding sites (Fig 7). The binding of Sir3 to a high affinity, primary site, such as an HM locus, can be described by the equilibrium equation

$$\left[P\right]+\left[B_{1}\right]\;⇌\;\left[PB_{1}\right]$$ (1)

where [*P*] and [*B*_*1*_] represents the concentrations of Sir3 and the nucleosome binding site, respectively, and [*PB*_*1*_] is Sir3 bound to the binding site. The association constant *K*_*a1*_ is defined by

$$K_{a1}=\frac{\;[PB_{1}]}{\left[P\right]\;[B_{1}]}$$ (2)

**Fig 7:**
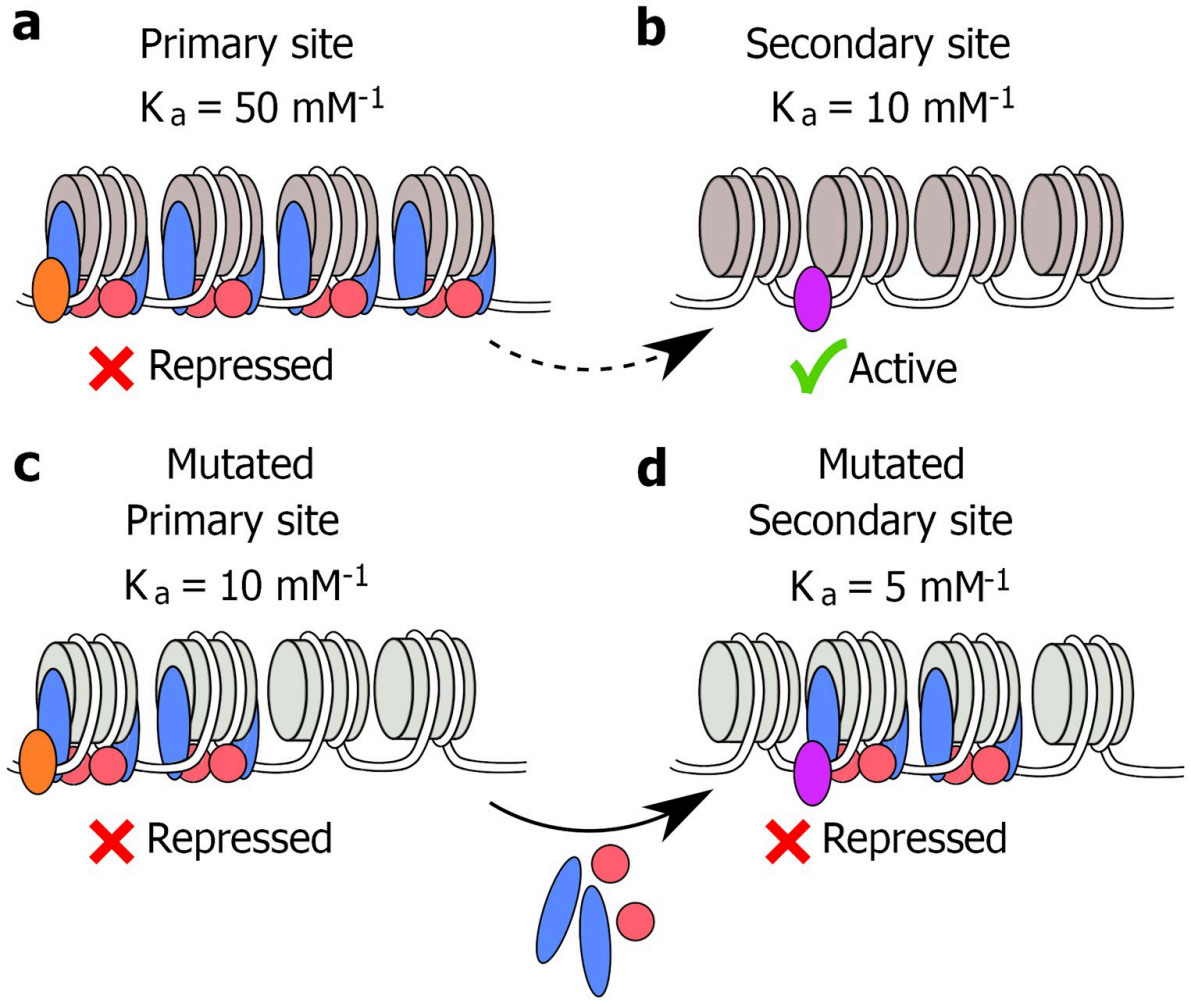
A model for the redistribution of Sir3 in the genome of some histone mutant strains. The Sir3/Sir4 complex is recruited to a high-affinity binding site by a DNA bound factor to form a heterochromatin domain that represses the covered gene (**a**). The affinity of Sir3/Sir4 for the secondary binding site is significantly less, and little or no Sir3/Sir4 complex binds to this site, allowing the associated gene to remain transcriptionally active (**b**). The mutation of a residue on the nucleosome face that interacts with Sir3 decreases the affinity for the primary binding site significantly (**c**). Although the affinity of the secondary binding sites also decreases, the presence of a different DNA bound factor at this site may modulate this decrease (**d**). The comparable affinities of the mutated primary and secondary binding sites allow Sir3/Sir4 to migrate from primary to secondary binding sites, causing repression of genes associated with the secondary binding sites (**d**).

Similarly, the binding to a low affinity, secondary binding site can be represented by

$$\left[P\right]+\left[B_{2}\right]\;⇌\;[PB_{2}]$$ (3)

where [*B*_*2*_] represent the concentration of the secondary binding site and [*PB*_*2*_] is bound Sir3.

The fractional binding $f_{{PB}_{1}}$ of Sir3 associating with the primary site *B*_*1*_, assuming that [*P*] is limiting, thus [*P*] ≪ [*B*_*1*_], is given by

$$f_{{PB}_{1}}=\frac{\left[{PB}_{1}\right]}{\left[P\right]+\left[{PB}_{1}\right]+\left[{PB}_{2}\right]}$$ (4)

$$=\;\frac{K_{a1}∙\left[P\right]∙[B_{1}]}{\left[P\right]+K_{a1}\left[P\right]∙[B_{1}]+K_{a2}∙\left[P\right]∙[B_{2}]}$$ (5)

Fractional binding of Sir3 to the secondary site *B*_*2*_ is similarly given by

$$f_{{PB}_{2}}=\frac{\left[{PB}_{2}\right]}{\left[P\right]+\left[{PB}_{1}\right]+\left[{PB}_{2}\right]}$$ (6)

$$=\;\frac{K_{a2}∙\left[P\right]∙[B_{2}]}{\left[P\right]+K_{a1}∙\left[P\right]∙[B_{1}]+K_{a2}∙\left[P\right]∙[B_{2}]}$$ (7)

Assuming that [*B*_1_] ≈ [*B*_2_] = [*B*], which appears likely, judged by the comparable number of Sir3 peaks observed in the WT and the mutant strains, gives

$$f_{{PB}_{1}}=\frac{K_{a1}∙[B]}{1+[B]∙(K_{a1}+K_{a2})}\;\approx \;\frac{K_{a1}}{K_{a1}+K_{a2}}\;if\;B\;\gg \;1$$ (8)

$$f_{{PB}_{2}}=\frac{K_{a2}∙[B]}{1+[B]∙(K_{a1}+K_{a2})}\;\approx \;\frac{K_{a2}}{K_{a1}+K_{a2}}\;if\;B\;\gg \;1$$ (9)

Setting *K*_*a1*_ and *K*_*a2*_ of the high and low affinity binding sites equal to 50 μM^-1^ and 10 μM^-1^, implies a $f_{{PB}_{1}}=\frac{5}{6}$ and *$f_{{PB}_{2}}=\frac{1}{6}$*. The high affinity binding sites are thus bound at a 5-fold higher level than the low affinity binding sites. If the *K*_*a1*_ in the mutant strain is decreased by 5-fold from 50 to 10 μM^-1^ due to the disruption of the Sir3 binding surface on the nucleosome face, and *K*_*a2*_, representing a different initiator factor in combination with a nucleosome face, is reduced 2-fold from 10 to 5 μM^-1^, $f_{{PB}_{1}}=\frac{4}{6}$ and $f_{{PB}_{1}}=\frac{2}{6}$. Thus, a 20% reduction in binding to the primary site and a 100% increase in binding to a secondary site will be evident.

We propose that we observe a related binding scenario in the mutant strains. A lesser reduction in the binding affinity to secondary sites causes a displacement of Sir3 from the high affinity binding sites in the WT, to weaker secondary binding sites. These have binding affinities in the same order of magnitude as the compromised primary binding sites in some mutant strains. This allows the redistribution of Sir3 to secondary sites that are randomly distributed throughout the genome, fortuitously repressing genes near the new loci, including genes where null mutants were implicated in CLE. We therefore propose that the redistribution of heterochromatin domains are not mechanistically directly responsible for an extended lifespan, but that the incidental repression of genes that regulate lifespan cause the observed CLE.

## Methods

### Yeast strains and media

The histone mutant library, constructed by the Boeke group [23], and based on the parental strain JDY86 (*MATa*, *his3Δ200*, *leu2Δ0*, *K2Δ0*, *trp1Δ63*, *ura3Δ0*, *met15Δ0*, *can1*::*MFA1pr-HIS3*, *hht1-hhf1*::*NatMX4*, *hht2-hhf2*:: *[HHTS-HHFS]-URA3*, where [*HHTS-HHFS]* designates the mutated histone which is either H3 or H4) was purchased from Thermo Fischer Scientific. YPD yeast growth medium was prepared with 1% (w/v) yeast extract, 2% (w/v) peptone and 2% (w/v) glucose. Agar-YPD contained 2% (w/v) bacto-agar. All media were sterilized by autoclaving before use, and all chemicals were molecular biology grade.

### Culturing of the pooled library

The histone H3 and H4 mutant library was replica plated onto omnitray YPD-agar plates, and selected with 200 ng/ml nourseothricin (Sigma) antibiotic. Colonies were grown for 2–3 days at 30°C. Slow-growing colonies were separately streaked out from the original stock, and grown for 2–3 days at 30°C. The contents of all the plates, including the slow-growers (equivalent volume of a normal colony) were scraped off, and pooled in a 50 ml conical centrifuge tube containing YPD liquid media with 200 ng/ml nourseothricin. The pooled culture was diluted to a final concentration of OD_600_ = 50, 15% (v/v) glycerol was added, and stored as aliquots at -80°C.

The pooled culture was inoculated into 100ml YPD liquid media to a final concentration of OD_600_ ~ 0.003. Cells were grown with rotary shaking (180 rpm) at 30°C for approximately 10 generations (~15 h). The pooled culture was then further diluted to OD_600_ of 0.06 in 250 ml YPD liquid media, and incubated for up to 55 d with continual shaking (180 rpm) at 30°C. Media evaporation was minimized by using aluminum foil caps. Aliquots (10 ml) were recovered at the times indicated.

### Bar-code sequencing

Culture aliquots were washed twice with 5 ml water, the cells resuspended in 1 ml of 50 mM Tris-HCl (pH 7.5), and carefully overlaid onto a preformed Percoll gradient [24], and centrifuged at 400 g, 60 min, 20°C in a GH-3.8 swinging bucket rotor (Beckman). Quiescent cells were collected with a Pasteur pipette and washed once with 30 ml of 50 mM Tris-HCl pH 7.5 at 650 g, 5 min, 20°C in a GH-3.8 swinging bucket rotor. Genomic DNA was isolated from 1 ml quiescent fractions (YeaStar kit, Zymo Research, Protocol I), and the DNA eluted with 60 μl of TE buffer (10 mM Tris-HCl pH 8.0, 0.1 mM EDTA), and stored at -80°C. The “up” and “down” bar-code sequences were separately amplified in two reaction volumes containing 50 ng of genomic DNA, 0.3 μl of 5 U/μl FastStart Taq DNA polymerase (Roche), 0.4 μl of 100 μM “up” or “down” barcode primer pair, 0.5 μl of 10 mM dNTP, 12 μl of 25 mM MgCl_2_, 3 μl of 10x PCR buffer without MgCl_2_, and water to in a final volume of 30 μl. The primer sequences were ATGTCCACGAGGTCTCT, CCTCGACCTGCAGCGTA, CGGTGTCGGTCTCGTAG, and CCCAGCTCGAATTCATC for “up”, forward and reverse, and “down”, forward and reverse, respectively. The amplified DNA was purified [55], quantitated, single-end adapters with index primers (Illumina) ligated to each sample, and single-end sequenced on a HiSeq 2500 (ARC Biotechnology Platform, University of Pretoria).

The number of times that each barcode sequence was present in the FASTQ file was assessed for “up” and “down” barcodes with *get_seqs_from_fastq* for each time point, quantitated with *match_barcodes_to_strain*, and the average of the “up” and “down” value, adjusted for the amplified DNA signal, expressed as the log_2_ ratio relative to the level in the mixed starting population. The code is available at github.com/hpatterton. The data was deposited in the NCBI GEO archive (accession number GSE140160).

### Verification of chronological lifespan

To verify the results of the barcode analysis, 250 ml of YPD liquid media was inoculated to an OD_600_ of 0.06 with starter cultures of selected mutant strains, and incubated for up to 50 d at 30°C with shaking (180 rpm). Aliquotes (100 μl) of cells were recovered at sequential times, serially diluted onto YPD-agar plates, and the number of colony forming units (CFU/ml) determined after incubating for 2 d at 30°C. Biological replicates were quantitated.

### RNA-seq

Total RNA was isolated from 10 ml cultures of yeast strains and purified with an RNeasy kit (Qiagen). The RNA was prepared for sequencing using the TruSeq Stranded Total RNA Sample Prep adaptor kit (Illumina). The samples were sequenced on a HiSeq 2500 instrument (Illumina) using the 100 nt paired-ends sequencing protocol. Biological replicates of each sample were independently prepared, sequenced and analysed.

The quality of the sequence reads was assessed with FastQC, and reads trimmed and filtered for a minimum Q score and length with Trim Galore. Reads were mapped to version 64 of the reference yeast genome (www.yeastgenome.org) with RNA STAR. The number of mapped reads per gene was counted with featureCounts, and differential expression quantitated with edgeR. The RNA-seq data was deposited in the NCBI GEO archive (accession number GSE141975).

### ChIP-seq

The ChIP experiments were performed on the bulk cells because the fraction of non-quiescent cells at the onset of stationary phase (day 6) is significantly less than the quiescent cells in the long living cells. Cultures (50 ml) were cross-linked in 1% (v/v) formaldehyde for 20 m, 25°C, and the reaction quenched with glycine (125 mM), 5 m, 25°C. The cells were washed once in 50 ml PBS (pH 7.4), and resuspended in lysis buffer (50 mM HEPES-KOH pH 7.4, 140 mM NaCl, 1mM EDTA, 1% (v/v) Triton-X-100 and Complete-mini EDTA free protease inhibitor cocktail [Roche]). Cells were lysed with 300 μl acid washed glass beads (425–600 μm) by vigorous agitation for 30 s in a BeadRuptor2 followed by 30 s on ice, repeated 7 times. Sufficient lysis (90%) was confirmed by light microscopy. The lysate was subsequently sonicated at 4°C to obtain an average DNA fragment length of 300 bp. Samples were centrifuged and the supernatant, containing sheared chromatin, recovered.

Chromatin was pre-cleared with 20 μl protein A/G magnetic beads (Invitrogen), at 4°C for 1 hour. Pre-cleared chromatin was incubated with 10 μg of anti-Sir3 polyclonal IgG antibody (Genscript) or anti-Rap1 polyclonal IgG antibody (Abcam) for 30 min before 25 μl of the protein A/G magnetic beads was added. Samples were immuno-precipitated overnight at 4°C with rotation. The supernatant was removed and the beads washed 3× in wash buffer (0.1% [w/v] SDS, 1% [v/v] TritonX-100, 20 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl) followed by 1× wash in wash buffer 2 (0.1% [w/v] SDS, 1% [v/v] TritonX-100, 2 mM EDTA, 20 mM Tris-HCl pH8.0, 500 mM NaCl), and finally resuspended in elution buffer (1% [w/v] SDS, 100 mM NaHCO_3_). The supernatant was incubated at 65°C with 90 μg proteinase K, 4 h. Samples were subsequently incubated at 37°C, 30 min after the addition of 35 μg RNase A. DNA was purified by phenol-chloroform extraction, precipitated in absolute ethanol, and stored at -80°C.

The Rap1 samples were sequenced using a standard paired-ends protocol described by the manufacturer (Illumina) on a HiSeq250 instrument. For the Sir3 samples, a sequencing library was prepared with a NEXTflex DNA Sequencing kit (PerkinElmer) according to the manufacturer’s protocol. End-repaired DNA fragments were ligated to IonCode Barcode Adapters (PerkinElmer), amplified, and sequenced to a median read length of 300 nt on an Ion S5 system. The read quality was assessed and the reads filtered as for the RNA-seq technique, the filtered reads mapped to version 64 of the *S*. *cerevisiae* reference yeast genome with Bowtie2, and peaks identified relative to a matched input sample with MACS2. The generated bedgraph files were converted to wiggle format, and the total signal in the immune-precipitated and input files adjusted to the identical sum. An identical normalisation was performed for different strains to allow cross comparison. The ChIP-seq analysis was performed on two biological replicates. The Rap1 and Sir3 ChIP-seq data were deposited in the NCBI GEO archive (accession numbers GSE141306 and GSE141317, respectively).

### Data analysis and statistics

Various C++ and Python 3 programs and scripts were developed to perform data conversions and analyses and are all available from http://www.github.com/hpatterton. Get_seqs_from_fastq was used to count the number of occurrences of each histone mutant barcode in a FASTQ file. GO category enrichment was determined with GOrilla [56] and pathway analysis with KEGG Mapper [57]. Bedgraph files generated by MACS2 were converted to wiggle format and normalized with the convert_bedgraph_to_wiggle and normalize_wiggle programs.

## Supporting information

S1 Fig Interactions of residues implicated in CLE. H3E50 makes hydrogen bonds to H4R39 (**a**). H3R128 and H3R131 make H-bonds to H3Y99 and H3D106 in α2, and H3R131 makes an H-bond to R99 in the Cα helix of H2A (**b**). H3K115 is oriented towards a phosphate group in the DNA sugar-phosphate backbone (**c**). H3I112 forms a hydrophobic pocket with H2AQ112 and H2AV114 (**d**). H3Q76 makes bridging H-bonds to the backbone at H3D81 in L1 and H3R72 in α1 (**e**). R83 of H3 is inserted into the minor groove at SHL ±2.5 (**f**). H3P66 at the N-terminus of α1 may contribute to the termination the α1 helix (**g**). H3Q55 is hydrogen bonded to the H2A C-terminal tail backbone at N110 as well as to R40 in α1 of H4 (**h**). H4R36 make salt bridge contacts with a phosphate group in the DNA sugar-phosphate backbone (**i**). H4R40 makes H-bonds to the H3 backbone αN and αN-α1 connecting coil (**j**). H4I50 is inserted between H3I119 and H3I124 (**k**). H4H75 in α2 of H4 make hydrophobic contact with H2BL77 and H2BT93, as well as an H-bond to H2BR89 (**l**). H4F100 makes numerous hydrophobic contacts with H3S87, H3A91, H4A83, H4V87 and H4L97 (**m**). H3F104 is inserted into a hydrophobic cluster formed by H3I119, H4L37 and H4V43 (**n**). Hydrophobic contacts between H3L60 and H3Q93 and between H3Q68 and H3V89 stabilizes the conformation of H3 α1 relative to H3 α2 (**o**).
(TIF) Click here for additional data file.

S2 Fig Distribution of Rap1 in the genome during chronological aging. The normalised binding of Rap 1 is shown at 16 h and 14 d for the left telomeric 15 kb of chromosome XII **(a)** and to the terminal 20 kb (tel) or remaining central region (core) of all 16 chromosomes normalised to the genome average **(b)**. The box plots represent the inter-quartile range (IQR), the notch represents the significance at p<0.05, the orange line shows the median, and the whiskers is shown at 1.5× the IQR. Outliers are shown as individual data points. There is no significant difference (p<0.05, *t*-test) between the corresponding data groups.
(TIF) Click here for additional data file.

S3 Fig Genes that are covered by Sir3 in different combinations of the H4K16Q, H4H18A, H3E50A and WT strains. The Venn diagram shows the number of genes associated with Sir3 peaks that are common to various combinations of the H4K16Q, H4H18A, H3E50A and WT strains.
(TIF) Click here for additional data file.

S1 Table The viability of different histone mutant strain in stationary phase. The ratio of the barcode associated with each different strain was normalised to that of the same barcode at time t0, and expressed as log_2_. The rows are sorted in descending order on the 44 d column.
(DOCX) Click here for additional data file.

S2 TableSignificance of transcription factor binding sites present in redistributed Sir3 peaks.The number of transcription factor binding sites present within assigned Sir3 peaks was determined and the statistical significance of this number *p*(*k*) calculated from a Poisson distribution, $e^{-}.\frac{\lambda^{k}}{k!}$, where *k* is the number of occurrences per unit length in a Sir3 peak, and **λ** is equal to the number of genomic occurrences of the site per unit length.(DOCX)Click here for additional data file.

S3 Table Annotated genes that are associated with elevated genomic Sir3 levels in WT, H4K16Q, H4H18A and H3E50A yeast strains. (DOCX) Click here for additional data file.

S4 Table GO biological function categories that show significant enrichment for genes that are induced (adjusted p<0.05) in the H4K16Q, H4H18A and H3E50A mutant strains compared to the WT strain. The reported probability value is calculated as the probability mass function of a hypergeometric distribution using the values in the Enrichment column, and the q-value is the Benjamini–Hochberg corrected p-value.
(DOCX) Click here for additional data file.

S5 Table KEGG pathways associated with genes that are significantly upregulated (adjusted p<0.05) in the H4K16Q, H4H18A and H3E50A mutant compared to the WT strain. *S*. *cerevisiae* KEGG pathways were identified with KEGG Mapper^1^, and are arranged by descending mapping frequency.
(DOCX) Click here for additional data file.

S6 Table GO biological function categories that show significant enrichment for genes that are repressed (adjusted p<0.05) in the H4K16Q, H4H18A and H3E50A strains compared to the WT strain. The reported probability value is calculated as the probability mass function of a hypergeometric distribution using the values in the Enrichment column, and the q-value is the Benjamini–Hochberg corrected p-value.
(DOCX) Click here for additional data file.

S7 Table KEGG pathways associated with genes that are repressed (adjusted p<0.05) in the H4K16Q, H4H18A and H3E50A mutant compared to the WT strain. *S*. *cerevisiae* KEGG pathways were identified with KEGG Mapper, and are arranged by descending mapping frequency.
(DOCX) Click here for additional data file.

S1 Note Analysis of structure and interactions of residues implicated in chronological lifespan. (DOCX) Click here for additional data file.

# Supplementary material for: Distinct structural groups of histone H3 and H4 residues have divergent effects on chronological lifespan in Saccharomyces cerevisiae
**Source:** PLoS One. 2022 May 27;17(5):e0268760. doi: 10.1371/journal.pone.0268760
**Supplement:** S2 Table — The number of transcription factor binding sites present within assigned Sir3 peaks was determined and the statistical significance of this number p(k) calculated from a Poisson distribution, e-.λkk!, where k is the number of occurrences per unit length in a Sir3 peak, and λ is equal to the number of genomic occurrences of the site per unit length.

**S2 Table. Significance of transcription factor binding sites present in redistributed Sir3 peaks.** The number of transcription factor binding sites present within assigned Sir3 peaks was determined and the statistical significance of this number *p*(*k*) calculated from a Poisson distribution, $e^{-}.\frac{\lambda^{k}}{k!}$, where k is the number of occurrences per unit length in a Sir3 peak, and λ is equal to the number of genomic occurrences of the site per unit length.

| **Factor** | **Peaks** | **Total peaks** | **Total genome** | **Poisson pmf** | **Description** |
| --- | --- | --- | --- | --- | --- |
| **H4K16Q** | | | | | |
| IME1 | 56 | 146 | 9340 | 1.94E-39 | Inducer of MEiosis |
| PDR1 | 53 | 166 | 14443 | 8.29E-29 | Pleiotropic Drug Resistance |
| STP2 | 54 | 75 | 4832 | 3.14E-21 | Protein with similarity to Stp1p |
| PUT3 | 36 | 116 | 10590 | 1.00E-19 | Proline UTilization |
| SFL1 | 33 | 66 | 36881 | 3.24E-16 | Suppressor gene for FLocculation |
| ZMS1 | 56 | 131 | 14366 | 8.96E-16 | Zinc-finger protein |
| CAD1 | 40 | 102 | 45365 | 5.40E-13 | CADmium resistance |
| NHP10 | 41 | 71 | 6479 | 9.36E-13 | Non-Histone Protein |
| TBS1 | 21 | 81 | 9241 | 1.50E-09 | ThiaBendazole Sensitive |
| OAF1 | 54 | 154 | 22341 | 3.53E-09 | Oleate-Activated transcription Factor |
| STP4 | 52 | 142 | 20357 | 8.30E-09 | Protein with similarity to Stp1p |
| NSI1 | 46 | 71 | 8375 | 3.15E-08 | NTS1 SIlencing protein 1 |
| CIN5 | 53 | 133 | 47599 | 7.24E-08 | Chromosome INstability |
| ABF1 | 67 | 141 | 21284 | 8.58E-08 | ARS-Binding Factor 1 |
| PDR3 | 16 | 34 | 3256 | 5.73E-07 | Pleiotropic Drug Resistance |
| STP3 | 47 | 113 | 17859 | 9.15E-06 | Protein with similarity to Stp1p |
| SPT15 | 24 | 73 | 25001 | 1.98E-04 | TBP basal factor |
| SWI4 | 55 | 133 | 23937 | 3.46E-04 | SWItching deficient |
| MGA1 | 37 | 67 | 22625 | 4.87E-04 |  |
| STB3 | 29 | 48 | 17244 | 6.15E-04 | Sin Three Binding protein |
| PDR8 | 58 | 139 | 25911 | 7.61E-04 | Pleiotropic Drug Resistance |
| **H4H18A** | | | | | |
| IME1 | 30 | 98 | 9340 | 5.20E-22 | Inducer of MEiosis |
| PDR1 | 33 | 116 | 14443 | 1.79E-16 | Pleiotropic Drug Resistance |
| PUT3 | 21 | 87 | 10590 | 2.75E-13 | Proline UTilization |
| SFL1 | 22 | 54 | 36881 | 3.83E-13 | Suppressor gene for FLocculation |
| UGA3 | 31 | 118 | 16818 | 5.86E-13 | Utilization of GAba |
| REB1 | 39 | 131 | 19424 | 5.87E-13 | RNA polymerase I Enhancer Binding protein |
| CAD1 | 22 | 80 | 45365 | 1.84E-11 | CADmium resistance |
| STP2 | 32 | 47 | 4832 | 1.71E-10 | Protein with similarity to Stp1p |
| OAF1 | 37 | 131 | 22341 | 2.83E-09 | Oleate-Activated transcription Factor |
| NHP10 | 26 | 54 | 6479 | 3.74E-09 | Non-Histone Protein |
| ZMS1 | 33 | 91 | 14366 | 1.04E-08 | ReSpiration Factor |
| RPH1 | 39 | 137 | 25055 | 5.19E-08 | Regulator of PHR1 |
| STP4 | 34 | 116 | 20357 | 6.45E-08 | Protein with similarity to Stp1p |
| MET31 | 37 | 145 | 27447 | 1.36E-07 | METhionine requiring |
| NSI1 | 31 | 58 | 8375 | 2.53E-07 | NTS1 SIlencing protein 1 |
| GAL4 | 37 | 122 | 22321 | 2.87E-07 | GALactose metabolism |
| CIN5 | 38 | 110 | 47599 | 3.09E-06 | Chromosome INstability |
| SPT15 | 16 | 48 | 25001 | 4.01E-06 | SuPpressor of Ty insertions |
| TBS1 | 14 | 56 | 9241 | 1.59E-05 | ThiaBendazole Sensitive |
| STP3 | 30 | 93 | 17859 | 1.77E-05 | Protein with similarity to Stp1p |
| RAP1 | 36 | 120 | 24608 | 2.62E-05 | Repressor/Activator site binding Protein |
| ABF1 | 38 | 96 | 21284 | 0.00109 | ARS-Binding Factor 1 |

# Supplementary material for: Distinct structural groups of histone H3 and H4 residues have divergent effects on chronological lifespan in Saccharomyces cerevisiae
**Source:** PLoS One. 2022 May 27;17(5):e0268760. doi: 10.1371/journal.pone.0268760
**Supplement:** S3 Table

**S3 Table. Annotated genes that are associated with elevated genomic Sir3 levels in WT, H4K16Q, H4H18A and H3E50A yeast strains.**

| **Strain(s) in group** | **Number genes shared** | **Genes shared** |
| --- | --- | --- |
| **E50 H18 K16 WT** | 2 | PHO4 QCR6 |
| **E50 H18 K16** | 1 | YIL055C |
| **K16 WT** | 3 | YFR018C UTR5 IGD1 |
| **H18 K16** | 5 | MAM3 YLR227W-A SND1 YLR227W-B YEL008C-A |
| **E50 K16** | 2 | CMC4 PUT4 |
| **WT** | 4 | RPL13B VBA3 YCL068C HMRA2 |
| **K16** | 21 | GDH1 YGR038C-B GMC1 PRB1 NAT4 LEU4 SYG1 ANP1 RRN5 SCS3 YJL027C MDJ1 YFL015C PAC11 CUE4 PSP1 RSM7 YGR038C-A RIB3 RAX1 YKL097C |
| **H18** | 8 | YGR027W-B YGR027W-A SHR5 MAE1 MDY2 AGP1 YGR050C HTZ1 |
| **E50** | 5 | YCR006C OYE3 YJL133C-A ESL2 CIT2 |

# Supplementary material for: Distinct structural groups of histone H3 and H4 residues have divergent effects on chronological lifespan in Saccharomyces cerevisiae
**Source:** PLoS One. 2022 May 27;17(5):e0268760. doi: 10.1371/journal.pone.0268760
**Supplement:** S4 Table — The reported probability value is calculated as the probability mass function of a hypergeometric distribution using the values in the Enrichment column, and the q-value is the Benjamini–Hochberg corrected p-value.

**S4 Table. GO biological function categories that show significant enrichment for genes that are induced (adjusted p<0.05) in the H4K16Q, H4H18A and H3E50A mutant strains compared to the WT strain.** The reported probability value is calculated as the probability mass function of a hypergeometric distribution using the values in the Enrichment column, and the q-value is the Benjamini–Hochberg corrected p-value.

| **GO biological function** | **Probability (p)** | **FDR q-value** | **Enrichment (N, K, n, k)** |
| --- | --- | --- | --- |
| **H4K16Q mutant** | | | |
| **Cytoplasmic translation** | 5.68E-59 | 2.99E-55 | 3.75 (5768,132,1376,118) |
| **Organonitrogen compound biosynthetic process** | 1.08E-54 | 2.85E-51 | 2.02 (5768,736,1376,355) |
| **Ribonucleoprotein complex biogenesis** | 1.57E-49 | 2.75E-46 | 2.93 (5768,222,1376,155) |
| **Ribosome biogenesis** | 3.76E-45 | 4.94E-42 | 2.97 (5768,195,1376,138) |
| **Cellular component biogenesis** | 1.91E-44 | 2.01E-41 | 2.72 (5768,247,1376,160) |
| **ncRNA metabolic process** | 2.40E-44 | 2.10E-41 | 2.17 (5768,482,1376,250) |
| **rRNA processing** | 6.01E-44 | 4.52E-41 | 2.66 (5768,258,1376,164) |
| **ncRNA processing** | 8.06E-42 | 5.30E-39 | 2.31 (5768,375,1376,207) |
| **Amide biosynthetic process** | 1.55E-38 | 9.05E-36 | 2.27 (5768,370,1376,200) |
| **rRNA metabolic process** | 6.73E-38 | 3.54E-35 | 2.41 (5768,301,1376,173) |
| **H4H18A mutant** | | | |
| **Organonitrogen compound biosynthetic process** | 7.38E-79 | 3.88E-75 | 2.69 (5768,736,899,309) |
| **Cytoplasmic translation** | 4.60E-78 | 1.21E-74 | 5.64 (5768,132,899,116) |
| **Peptide biosynthetic process** | 1.78E-58 | 3.12E-55 | 3.40 (5768,321,899,170) |
| **Translation** | 2.08E-58 | 2.73E-55 | 3.41 (5768,318,899,169) |
| **Amide biosynthetic process** | 4.00E-57 | 4.21E-54 | 3.17 (5768,370,899,183) |
| **Peptide metabolic process** | 1.67E-52 | 1.46E-49 | 3.14 (5768,352,899,172) |
| **Cellular biosynthetic process** | 1.61E-50 | 1.21E-47 | 1.88 (5768,1346,899,394) |
| **Cellular amide metabolic process** | 3.24E-50 | 2.13E-47 | 2.83 (5768,435,899,192) |
| **Organic substance biosynthetic process** | 3.55E-50 | 2.08E-47 | 1.86 (5768,1386,899,401) |
| **Biosynthetic process** | 3.78E-50 | 1.99E-47 | 1.85 (5768,1402,899,404) |
| **H3E50A mutant** | | | |
| **Oxidation-reduction process** | 2.30E-19 | 1.21E-15 | 1.93 (5768,410,1136,156) |
| **Generation of precursor metabolites and energy** | 2.07E-16 | 5.46E-13 | 2.46 (5768,157,1136,76) |
| **Antibiotic metabolic process** | 1.06E-15 | 1.86E-12 | 3.33 (5768,64,1136,42) |
| **Energy derivation by oxidation of organic compounds** | 1.70E-15 | 2.23E-12 | 2.82 (5768,99,1136,55) |
| **Tricarboxylic acid cycle** | 9.40E-14 | 9.89E-11 | 4.23 (5768,30,1136,25) |
| **Citrate metabolic process** | 9.40E-14 | 8.24E-11 | 4.23 (5768,30,1136,25) |
| **Electron transport chain** | 3.17E-13 | 2.38E-10 | 3.26 (5768,56,1136,36) |
| **Respiratory electron transport chain** | 3.61E-13 | 2.37E-10 | 4.00 (5768,33,1136,26) |
| **Tricarboxylic acid metabolic process** | 3.95E-13 | 2.31E-10 | 4.09 (5768,31,1136,25) |
| **Cellular respiration** | 3.13E-11 | 1.65E-08 | 3.03 (5768,57,1136,34) |

# Supplementary material for: Distinct structural groups of histone H3 and H4 residues have divergent effects on chronological lifespan in Saccharomyces cerevisiae
**Source:** PLoS One. 2022 May 27;17(5):e0268760. doi: 10.1371/journal.pone.0268760
**Supplement:** S5 Table — S. cerevisiae KEGG pathways were identified with KEGG Mapper1, and are arranged by descending mapping frequency.

**S5 Table. KEGG pathways associated with genes that are significantly upregulated (adjusted p<0.05) in the H4K16Q, H4H18A and H3E50A mutant compared to the WT strain***. S. cerevisiae* KEGG pathways were identified with KEGG Mapper^1^, and are arranged by descending mapping frequency.

| **Pathway** | **Description** | **Number of genes** |
| --- | --- | --- |
| **H4K16Q** | | |
| **sce01100** | Metabolic pathways | 263 |
| **sce01110** | Biosynthesis of secondary metabolites | 137 |
| **sce03010** | Ribosome | 136 |
| **sce01130** | Biosynthesis of antibiotics | 118 |
| **sce01230** | Biosynthesis of amino acids | 86 |
| **sce01200** | Carbon metabolism | 50 |
| **sce03008** | Ribosome biogenesis in eukaryotes | 47 |
| **sce03013** | RNA transport | 44 |
| **sce00230** | Purine metabolism | 29 |
| **sce01210** | 2-Oxocarboxylic acid metabolism | 26 |
| **H4H18A** | | |
| **sce01100** | Metabolic pathways | 202 |
| **sce03010** | Ribosome | 131 |
| **sce01110** | Biosynthesis of secondary metabolites | 115 |
| **sce01130** | Biosynthesis of antibiotics | 98 |
| **sce01230** | Biosynthesis of amino acids | 69 |
| **sce01200** | Carbon metabolism | 35 |
| **sce00230** | Purine metabolism | 28 |
| **sce03013** | RNA transport | 27 |
| **sce00010** | Glycolysis / Gluconeogenesis | 23 |
| **sce03008** | Ribosome biogenesis in eukaryotes | 22 |
| **H3E50A** | | |
| **sce01100** | Metabolic pathways | 195 |
| **sce01110** | Biosynthesis of secondary metabolites | 78 |
| **sce01130** | Biosynthesis of antibiotics | 60 |
| **sce01200** | Carbon metabolism | 49 |
| **sce00190** | Oxidative phosphorylation | 38 |
| **sce00620** | Pyruvate metabolism | 27 |
| **sce00020** | Citrate cycle (TCA cycle) | 26 |
| **sce04138** | Autophagy | 24 |
| **sce01230** | Biosynthesis of amino acids | 20 |
| **sce04146** | Peroxisome | 20 |
| ^1^Kanehisa, M., Goto, S., Sato, Y., Furumichi, M. & Tanabe, M. KEGG for integration and interpretation of large-scale molecular data sets. Nucleic Acids Res. 40, D109-14 (2012). | | |

# Supplementary material for: Distinct structural groups of histone H3 and H4 residues have divergent effects on chronological lifespan in Saccharomyces cerevisiae
**Source:** PLoS One. 2022 May 27;17(5):e0268760. doi: 10.1371/journal.pone.0268760
**Supplement:** S6 Table — The reported probability value is calculated as the probability mass function of a hypergeometric distribution using the values in the Enrichment column, and the q-value is the Benjamini–Hochberg corrected p-value.

**S6 Table. GO biological function categories that show significant enrichment for genes that are repressed (adjusted p<0.05) in the H4K16Q, H4H18A and H3E50A strains compared to the WT strain.** The reported probability value is calculated as the probability mass function of a hypergeometric distribution using the values in the Enrichment column, and the q-value is the Benjamini–Hochberg corrected p-value.

| **GO biological function** | **Probability (p)** | **FDR q-value** | **Enrichment (N, K, n, k)** |
| --- | --- | --- | --- |
| **H4K16Q** | | | |
| **DNA integration** | 1.41E-14 | 7.40E-11 | 4.02 (5768,49,938,32) |
| **DNA recombination** | 1.55E-14 | 4.08E-11 | 2.31 (5768,213,938,80) |
| **Reproductive process** | 5.97E-11 | 1.05E-07 | 1.76 (5768,401,938,115) |
| **Meiotic cell cycle** | 7.45E-11 | 9.80E-08 | 2.41 (5768,135,938,53) |
| **RNA-dependent DNA biosynthetic process** | 9.10E-11 | 9.57E-08 | 3.07 (5768,68,938,34) |
| **Meiotic cell cycle process** | 6.52E-09 | 5.71E-06 | 1.89 (5768,244,938,75) |
| **Transposition** | 2.56E-07 | 1.93E-04 | 2.30 (5768,99,938,37) |
| **DNA biosynthetic process** | 3.38E-07 | 2.22E-04 | 2.31 (5768,96,938,36) |
| **Transposition, RNA-mediated** | 4.45E-07 | 2.60E-04 | 2.31 (5768,93,938,35) |
| **Mitochondrial respiratory chain complex assembly** | 2.55E-06 | 1.34E-03 | 2.81 (5768,46,938,21) |
| **H4H18A** | | | |
| **DNA integration** | 8.96E-13 | 4.71E-09 | 3.08 (5768,49,1338,35) |
| **DNA recombination** | 1.78E-12 | 4.68E-09 | 1.92 (5768,213,1338,95) |
| **RNA-dependent DNA biosynthetic process** | 8.93E-12 | 1.57E-08 | 2.66 (5768,68,1338,42) |
| **DNA biosynthetic process** | 2.04E-09 | 2.68E-06 | 2.20 (5768,96,1338,49) |
| **Cell cycle process** | 1.23E-07 | 1.29E-04 | 1.39 (5768,571,1338,184) |
| **DNA metabolic process** | 1.39E-07 | 1.22E-04 | 1.43 (5768,480,1338,159) |
| **Meiotic cell cycle** | 1.36E-06 | 1.02E-03 | 1.79 (5768,135,1338,56) |
| **Cell cycle** | 1.21E-05 | 7.95E-03 | 1.38 (5768,408,1338,131) |
| **Meiotic cell cycle process** | 1.69E-05 | 9.90E-03 | 1.50 (5768,244,1338,85) |
| **Reproductive process** | 2.10E-05 | 1.11E-02 | 1.38 (5768,401,1338,128) |
| **H3E50A** | | | |
| **Ribonucleoprotein complex biogenesis** | 1.67E-47 | 8.81E-44 | 2.93 (5768,222,1341,151) |
| **Cellular component biogenesis** | 6.97E-47 | 1.83E-43 | 2.80 (5768,247,1341,161) |
| **Ribosome biogenesis** | 6.73E-43 | 1.18E-39 | 2.96 (5768,195,1341,134) |
| **Cytoplasmic translation** | 3.21E-40 | 4.22E-37 | 3.32 (5768,132,1341,102) |
| **rRNA processing** | 2.00E-36 | 2.10E-33 | 2.53 (5768,258,1341,152) |
| **rRNA metabolic process** | 1.68E-33 | 1.48E-30 | 2.34 (5768,301,1341,164) |
| **ncRNA metabolic process** | 6.41E-29 | 4.81E-26 | 1.95 (5768,482,1341,218) |
| **ncRNA processing** | 1.11E-28 | 7.30E-26 | 2.09 (5768,375,1341,182) |
| **Maturation of SSU-rRNA** | 8.15E-22 | 4.76E-19 | 3.17 (5768,80,1341,59) |
| **maturation of SSU-rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA)** | 4.24E-21 | 2.23E-18 | 3.34 (5768,67,1341,52) |

# Supplementary material for: Distinct structural groups of histone H3 and H4 residues have divergent effects on chronological lifespan in Saccharomyces cerevisiae
**Source:** PLoS One. 2022 May 27;17(5):e0268760. doi: 10.1371/journal.pone.0268760
**Supplement:** S7 Table — S. cerevisiae KEGG pathways were identified with KEGG Mapper, and are arranged by descending mapping frequency.

**S7 Table. KEGG pathways associated with genes that are repressed (adjusted p<0.05) in the H4K16Q, H4H18A and H3E50A mutant compared to the WT strain***. S. cerevisiae* KEGG pathways were identified with KEGG Mapper, and are arranged by descending mapping frequency.

| **Pathway** | **Description** | **Number of genes (of 844)** |
| --- | --- | --- |
| **H4K16Q** | | |
| **sce01100** | Metabolic pathways | 73 |
| **sce04113** | Meiosis | 37 |
| **sce01110** | Biosynthesis of secondary metabolites | 29 |
| **sce04111** | Cell cycle | 27 |
| **sce04011** | MAPK signaling pathway | 22 |
| **sce01130** | Biosynthesis of antibiotics | 20 |
| **sce04138** | Autophagy | 14 |
| **sce01200** | Carbon metabolism | 13 |
| **sce03010** | Ribosome | 11 |
| **sce04144** | Endocytosis | 10 |
| **H4H18A** | | |
| **sce01100** | Metabolic pathways | 108 |
| **sce04113** | Meiosis | 39 |
| **sce04111** | Cell cycle | 36 |
| **sce01110** | Biosynthesis of secondary metabolites | 33 |
| **sce04011** | MAPK signaling pathway | 28 |
| **sce01130** | Biosynthesis of antibiotics | 25 |
| **sce04138** | Autophagy | 23 |
| **sce03040** | Spliceosome | 19 |
| **sce01200** | Carbon metabolism | 16 |
| **sce04146** | Peroxisome | 15 |
| **H3E50A** | | |
| **sce01100** | Metabolic pathways | 192 |
| **sce03010** | Ribosome | 123 |
| **sce01110** | Biosynthesis of secondary metabolites | 77 |
| **sce01130** | Biosynthesis of antibiotics | 65 |
| **sce01230** | Biosynthesis of amino acids | 41 |
| **sce04111** | Cell cycle | 40 |
| **sce03008** | Ribosome biogenesis in eukaryotes | 39 |
| **sce04113** | Meiosis | 33 |
| **sce04011** | MAPK signaling pathway | 33 |
| **sce00230** | Purine metabolism | 27 |

# Supplementary material for: Distinct structural groups of histone H3 and H4 residues have divergent effects on chronological lifespan in Saccharomyces cerevisiae
**Source:** PLoS One. 2022 May 27;17(5):e0268760. doi: 10.1371/journal.pone.0268760
**Supplement:** S1 Note

**S1 Note. Analysis of structure and interactions of residues implicated in chronological lifespan.**

**Residues implicated in extension of lifespan**

To understand the impact of mutating the residues at the histone fold fringes on nucleosome structure, we identified the interactions of the wild type residues at each position in the nucleosome. In the H3 C-terminal region of α3, R128 and R131 make H-bonds to H3Y99 and H3D106 in the central region of α2, and H3R131 makes an H-bond to R99 in the Cα helix of H2A (S Fig. 1a). These interactions probably stabilise the position of the C-terminus of H3 in the nucleosome and contribute to the formation of a stable four helix bundle connecting the two H3-H4 dimers. H3K115 is oriented towards a phosphate group in the DNA sugar-phosphate backbone, and H3I112 forms a hydrophobic cluster with H2AQ112 and H2AV114 (S Fig. 1b,c). H3Q76 makes bridging H-bonds to the backbone at H3D81 in L1 and H3R72 in α1, which may stabilize the L1 loop conformation (S Fig. 1d). Whereas substitution of H3Q76 with E extends lifespan, substitution with A reduces lifespan to less than the median of the population (S Table 1). H3R83 is inserted into the minor groove at position SHL ±2.5 (S Fig. 1e). Arginine is inserted into the minor groove at six other positions at SHL ±6.5 (H3R49), ±5.5 (H2AR47) and ±0.5 (H4R45), giving a total of 8 such insertions over the length of the nucleosome DNA duplex [1]. H3P66 at the N-terminus of α1 may contribute to the termination the α1 helix and formation of a coil between the αN and α1 helices of H3 (S Fig. 1f). In the region of the structure where H4 α1 passes over H3 αN, H3Q55 is hydrogen bonded to the H2A C-terminal tail backbone at N110 as well as to R40 in H4 α1 (S Fig. 1g). H4R36 is oriented towards the DNA, and makes a salt bridge with a backbone phosphate (S Fig. 1h). As expected, the charge of the residue is crucial, since whereas the R🠖K substitution extends lifespan, the R🠖A change reduced lifespan to less than the population median (S Table 1). H4R40 makes H-bonds to the backbone at positions in the C-terminus of αN and the coil connecting αN and α1 of H3 (S Fig. 1i). I50 at the N-terminus of H4 α2 is inserted between H3I119 and H3I124, allowing hydrophobic contact, and fixing the position of the N-terminus of H4 α2 to α3 of H3 (S Fig. 1j). H75 in the C-terminus of H4 α2 make hydrophobic contact with L77 in the α2 C-terminus and T93 in the centre of α3 of H2B, as well as H-bonds to R89 at the N-terminus of H2B α3 (S Fig. 1k). These interactions will contribute to the stability of the four helix bundle that binds a H3-H4 dimer to a H2A-H2B dimer. F100 in the short C-terminal tail of H4 makes numerous hydrophobic contacts with A83 and V87 in the α3 of H4, as well as L97 in the C-terminal β-strand. Additional contacts are also seen between H4F100 and S87 and A91 in the N-terminal part of the H3 α2 (S Fig. 1l).

All these interactions, apart from being concentrated at the extremities of the histone fold domains of H3 and H4, involve interactions either with other dimers, interactions between the αN and α1 domains of H3 and H4, or interactions with the DNA duplex. The interactions specifically exclude the extensive interactions between dimer partners and seem enriched for contacts that stabilize the H3-H4 dimer in its frame within the nucleosome structure.

**Residues implicated in reduction of lifespan**

H3F104 interleaves with a cluster of hydrophobic residues composed of H4L37, H4V43 and H3I119 (S Fig. 1n), and is likely to contribute to the stable placement of the C-terminal region of the α2 helix and the L2 loop of H3 relative to the α1 helix and L1 loop of H4. H3L60 in the coiled region, joining the Nα and α1 helices, approaches H3Q93 in the α2 loop, and H3Q68 in α1 approaches α2 H3V89, setting the path of the H3 tail to a trajectory between the DNA gyres (S Fig. 1o). H4D85 is hydrogen bonded to H4R78 and H4T72, possibly stabilizing the tight turn of L2 between α2 and α3. We speculate that the mutations that cause a shortened lifespan contribute to the structural destabilization of the histone octamer and disruption of chromatin structures.

**References for Supplementary Note**

1. Luger, K., M Auml Der, A. W., Richmond, R. K., Sargent, D. F. & Richmond, T. J. Crystal structure of the nucleosome core particle at 2.8Å resolution. Nature 389, 251 (1997).

How the deposited data were processed for this re-analysis (not part of the article)

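RNA-seq counts of 8 libraries of cultures at 16 h were used, from H4K16Q (2 libraries), H4H18A (2), WT H4 (2), H3E50A (1) and WT H3 (1). The authors prepared the libraries with a TruSeq stranded total RNA kit, sequenced them on a HiSeq instrument, checked and trimmed the reads with FastQC and Trim Galore, mapped them to the R64 genome with RNA STAR and counted reads per gene with featureCounts. The versions and settings of these tools, the strand setting of the counting among them, are not given in the text of the paper. The deposited counts per gene are whole numbers for 6600 features, without normalization. The authors also deposited edgeR tables of log2 fold changes for 1 mutant library against 1 WT library, for each replicate. Those deposited tables hold the p-value and adjusted p-value that the authors obtained with edgeR over all 6600 genes without a filter. They were used only where the text names the authors' deposited table, and their F statistics are scores by the authors that were not used here.

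Of the 6600 features, 5917 (89.7%) matched a locus tag of the RefSeq annotation of R64, from which positions were taken, and the other features have the identifiers of the count tables only. Antisense and overlapping genes cannot be separated where the counting did not use strand. Features that overlap the ribosomal RNA genes were 10 in number. YGL088W, which overlaps a snoRNA gene, took between 0.372% and 22.9% of the counts of a library and was chosen after its values were seen. Genes of the silent mating loci share their sequence with the mating-type locus, so counts on them are uncertain. Genes of Ty elements were not analysed here. The ChIP-seq and lifespan experiments of the paper were not analysed here.

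Statistics were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The 6 libraries of H4K16Q, H4H18A and WT H4 were fitted together, with 1 group per strain and no covariate. Genes were kept with filterByExpr (minimum count 10, minimum total count 15), which left 5669 genes, and libraries were scaled by TMM. edgeR's quasi-likelihood test was run for each mutant against WT H4 and for H4K16Q against H4H18A, with Benjamini-Hochberg adjustment and a threshold of 0.05. For H3E50A against WT H3, and for the Spearman correlations, log2 ratios of CPM with a prior count of 2 were taken over the 5962 genes that passed the filter in the 8 libraries. Levels in CPM are given after TMM scaling. The value that a shared control gives to unchanged groups was obtained from 100 simulations, in which all strains had the same level and spread for a gene.

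Gene lists were written from the categories the paper names and from yeast biology, and 17 of them had at least 5 tested genes. They are cytoplasmic ribosomal proteins, ribosome biogenesis, amino acid biosynthesis, purine biosynthesis, respiratory chain complex assembly, oxidative phosphorylation, the tricarboxylic acid cycle, mitochondrial ribosomal proteins, cell cycle, autophagy, meiosis, glucose-repressed carbon use, the retrograde response, Msn2/4 stress genes, a-specific genes, alpha-specific genes, and haploid-specific genes with those of the pheromone pathway. In the H4 mutants they were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and with fry and an estimated correlation as alternatives. In H3E50A the median of each list was placed among 10000 random lists of the same size, matched on mean expression in 10 bins. Genes within 20 kb of a chromosome end were tested as a further list. Genes at Sir3 peaks were taken from S3 Table and the genes drawn from Fig. 6.

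The genes named in the text are those the paper names with an expression change, those of Fig. 6c, Fig. 6d and S3 Table, those of the strain genotype, the silent mating loci and the mating-type lists, and SIR2, SIR3 and SIR4. To these the rule adds, per H4 mutant, the 3 largest rises and falls among genes past the threshold, of which there were none, and for H3E50A the 3 largest rises and falls among genes with a mean of at least 10 CPM. Genes named outside this rule are said to have been chosen after their values were seen.

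The depth of the libraries lay between 621770 and 10529401 counts. A gene with 3 counts, the limit that a count of 0 allows, stood between 0.217 and 7.06 CPM, and a fold change against a group at or under that limit is given as a bound. The test was checked on simulated counts for the real genes, with 200 genes changed by known amounts. Its slope of estimated on true log2 fold changes was 0.961 at the spread of these libraries, where 31 genes were called, and 0.995 at a small spread, where 216 were called.

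The alternatives were DESeq2's Wald test, edgeR's likelihood-ratio test, RLE and total-count scaling, no filter, only the 4 libraries of a comparison, all 8 libraries in 1 fit, a replicate block, removal of ribosomal RNA features, all 3 WT libraries as the control, prior count 0.25, Pearson's r, other limits of the terminal region, and leaving out each library in turn. In all, 94 pairs of a result and an alternative were listed. With 2 libraries per group, neither a test of single libraries as outliers nor a count over other splits of the samples was run.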

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

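All tests of explanations in this part were chosen only after the results were seen.

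The lists of a-specific and of haploid-specific genes, whose expression the paper does not report, were lower in both H4 mutants than in WT H4. The 5 alpha-specific genes showed no such common fall, with 2 higher and 3 lower in H4K16Q and 3 higher and 2 lower in H4H18A. Among them MF(ALPHA)2, with at most 2 counts in each WT H4 library, was at least 4.77-fold higher in H4K16Q and 7.18-fold higher in H4H18A. The value of H4H18A rests on 5 and 6 counts. MF(ALPHA)2 was also at 3.91 CPM in WT H3 (6 counts) and 3.67 CPM in H3E50A (16 counts), so a level above WT H4 was not particular to the H4 mutants. The 7 a-specific genes had a median log2 fold change of -3.30 in H4K16Q (0 of 7 higher, camera adjusted p = 5.9e-15, Benjamini-Hochberg) and of -3.54 in H4H18A (0 of 7 higher, camera adjusted p = 9.7e-16, Benjamini-Hochberg), or -3.52 in H4H18A with MFA1 at the bound its counts allow. The 20 haploid-specific and pheromone pathway genes had medians of -1.82 (17 lower, camera adjusted p = 9.7e-11, Benjamini-Hochberg) and -1.96 (16 lower, camera adjusted p = 1.1e-13, Benjamini-Hochberg), or -1.84 in H4H18A with STE18 at its bound. With fry or an estimated correlation neither list passed the threshold, and no single gene did in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the adjusted p-values were 0.997 and 0.999. BAR1 fell by 3.58 on the log2 scale in H4K16Q and by 3.65 in H4H18A, with each mutant library below each WT H4 library. HIS3, which the parental strain carries under the promoter of MFA1, had log2 fold changes of -2.82 in H4K16Q and -3.20 in H4H18A, and 0 counts in H4H18A replicate 2. In H3E50A relative to WT H3, the a-specific median was 0.84 and the haploid-specific median 0.056.

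Leaving out 1 library at a time gave a-specific medians from -4.69 (without H4K16Q replicate 1) to -2.43 (without H4K16Q replicate 2 or WT H4 replicate 2) in H4K16Q and from -4.19 to -3.09 in H4H18A. For the haploid-specific list the medians ran from -1.84 to -1.32 in H4K16Q and from -2.10 to -1.47 in H4H18A. HIS3 ran from -3.31 to -1.93 in H4K16Q, and its highest value in H4H18A was -1.95.

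The tables argue against 3 explanations. Low depth of the H4H18A libraries was tested with all 6 libraries thinned to 621770 counts, where the 5 a-specific genes left had a median of -3.57 in H4H18A and -3.50 in H4K16Q. A difference in growth stage, as between the WT H4 replicates, would need the pattern to depend on which WT H4 library is used, but the median in H4K16Q stayed at -2.43 or below in the fits that each left out 1 library. Cells of mating type alpha in place of the mutants would keep haploid-specific genes at the WT level, but those were at -1.96 in H4H18A.

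Loss of silencing at HML, which would express alpha genes in a cells and lower both lists, is a candidate explanation, since the haploid-specific median of -1.82 in H4K16Q has the sign it needs. This is a hypothesis found and tested on the same data. Diploid cells in the mutant cultures cannot be told apart from it. The 4 alpha1 and alpha2 genes held 16 of 20649363 counts in the 4 H4 mutant libraries, or 3 without H4K16Q replicate 1, 2 of 5492204 in WT H4 and 6 of 4256296, a higher share, in H3E50A, where the a-specific genes did not fall, so these counts do not set the H4 mutants apart. The copies at HML and at the mating-type locus are identical over 528 and 633 bases in the reference, so their reads cannot be assigned. A biological difference between the mutants and WT stays open.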

How the results depend on the processing

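The only alternative chosen after seeing the data was DESeq2 on the 4 libraries of a comparison, for genes of Fig. 6, and tests of explanations were likewise chosen after the results were seen. Over the alternatives, 110 values of the main results stayed the same, 28 moved, 4 reversed, 2 became weaker and 1 stronger. These main results include some that the paper does not state, such as the direct comparison of the H4 mutants and the correlations of WT H3 against WT H4. Among the other values, 552 stayed the same, 100 moved, 40 became weaker, 12 stronger and 10 reversed. For the causes of the changes below, the cause was not tested.

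DESeq2's Wald test called 15 genes in H4K16Q and 6 between H4K16Q and H4H18A, and edgeR's likelihood-ratio test called 5 and 5. The 15 genes include BAR1, AGA2, HO, NDJ1, SPS2, BRN1 and YHR054C, which were lower, YFL067W and LYS1, which were higher, and 6 open reading frames in the ribosomal RNA region. NDJ1, SPS2, BRN1, YHR054C, YFL067W and LYS1 were chosen after their values were seen. All genes called between the mutants lie in that region. The other 8 settings of the H4K16Q fit, with 138 to 288 genes at an unadjusted p under 0.05, called 0, and in H4H18A all 10 settings called 0, with 54 to 221. With total counts only, 63.8% of genes in H4K16Q and 80.2% in H4H18A were lower, against 55.6% in each with TMM.

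With a replicate block, 0 genes were called in H4K16Q, in H4H18A and between them, with 288, 136 and 99 at an unadjusted p under 0.05. Libraries of the same number deviated together with correlations of 0.133 (WT H4 with H4K16Q), 0.432 (WT H4 with H4H18A) and -0.0109 (H4K16Q with H4H18A). The block reversed CIT2 in H4K16Q, to 1.30, and SOD1 in H4K16Q, to 0.32.

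The Spearman coefficient of H4K16Q with H4H18A was -0.0098 or -0.124 with separate WT H4 libraries, and from 0.450 to 0.862 across the fits that each left out 1 library. That of H4K16Q with H3E50A was 0.406 with WT H4 replicate 2 for H4K16Q and 0.388 with the mean of the 3 WT libraries, and from -0.300 to 0.406 leaving out 1 library. H4H18A with H3E50A stood at 0.306 or -0.396 with separate WT H4 libraries and at 0.172 with the mean of the 3 WT libraries, and from -0.438 to 0.306 leaving out 1 library. The coefficients of WT H3 against WT H4 ranged from 0.362 to 0.829 with H4K16Q, from 0.270 to 0.855 with H4H18A and from -0.59 to -0.0496 with H3E50A.

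The number of Sir3-associated genes that were lower ranged from 3 to 19 in H4K16Q and from 0 to 7 in H4H18A across the fits that each left out 1 library. In H4H18A it stayed at 6 over the genes without a Sir3 peak in WT, over the genes of Fig. 6 and with DESeq2 size factors, and in each the share that was lower passed from below to above that of all genes.

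Under fry and under an estimated correlation, 0 gene lists passed the threshold in H4K16Q and 0 in H4H18A, while 14 passed in H4K16Q and 9 in H4H18A with a replicate block, with total counts only and with all 3 WT libraries as the control. In H4H18A the adjusted p-values (camera, Benjamini-Hochberg) of the lists gained were 0.0439 and 0.0228 for ribosome biogenesis, 0.0435 and 0.0374 for autophagy and 0.0199 and 0.0228 for Msn2/4 stress genes with the block and with total counts, and 0.000622 for Msn2/4 stress genes, 0.00597 for the retrograde response and 0.00744 for the tricarboxylic acid cycle with the 3 WT libraries. With all 3 WT libraries as the control, camera's direction reversed for alpha-specific genes (median -0.67) and autophagy (-0.17) in H4K16Q, and for glucose-repressed carbon use (-0.028), mitochondrial ribosomal proteins (-0.041) and respiratory chain complex assembly (-0.096) in H4H18A. The same control reversed CIT2 in H4K16Q (0.42), SND1 in H4H18A (0.0069) and MSN2 in H4H18A (-0.0044). Genes in the terminal 20 kb had a median log2 fold change of 0.17 in H4K16Q, which was larger at 10 kb (0.40, 40 of 62 higher) and passed there too, no longer passed under fry (0.17) or at 40 kb (-0.024), and ranged from -0.090 to 0.82 leaving out 1 library. In H4H18A the terminal genes passed at 10 kb (median 0.14), camera's direction reversed at 40 kb (median -0.24), and the median ranged from -0.61 to 0.46 leaving out 1 library.

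Some alternatives gave no value. Removing Ty genes removed no tested gene, and a correlation over called genes, the share of lower genes among called genes and a count of Sir3-associated genes called lower had 0 called genes to use. The spread between replicates limits the single-gene results, since the simulated test recovered 15% of changed genes at this spread, and the depth of H4H18A replicate 1 sets the limit of 7.06 CPM for genes with no count.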

Differences from the paper's values

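Settings said to be added were chosen only after the values were seen, and the others before the data were examined. The Spearman coefficient of H4K16Q with H3E50A is -0.04 in the paper and 0.0268 here. The value had the paper's sign and lay within the replicate SD of it without H4K16Q replicate 1 (-0.0760). Without WT H4 replicate 2 or, which is the same, with WT H4 replicate 1 for H4K16Q, it had that sign too, but at -0.300 it lay further from the paper's value. The other alternatives, from 0.0258 to 0.406, did not close the difference. The mean of the authors' deposited tables gave 0.0257.

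The paper reports 22 genes lower at Sir3 peaks in H4K16Q, and 13 were lower here, or 15 of 28 on the reversed scale of WT to mutant that the bars of Fig. 6c match (below), where 16 of the 23 bars lie below 0. With total counts only the number was 15 and without H4K16Q replicate 2 it was 19, both within 1.5 times the paper's. The other alternatives, from 3 to 13, did not close the difference. With total counts only, 53.6% of the listed genes were lower against 63.8% of all genes, so the paper's excess of lower genes was not recovered. Without H4K16Q replicate 2 these shares were 70.4% and 57.2%. In the authors' deposited table for replicate 1, 19 of 30 listed genes were lower, and in that for replicate 2, 3 were. The paper's binomial probability of its number is 0.01 and that of 13 of 28 genes here is 0.0930. None of the alternatives closed it, with values from 0.0519 to 0.0900.

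For H4K16Q, the paper's supplement counts 1376 genes higher and 938 lower at an adjusted p under 0.05, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 and 0 here, with 211 genes at an unadjusted p under 0.05. For H4H18A the supplement counts 899 higher and 1338 lower, against 0 and 0 here, with 126 at an unadjusted p under 0.05. DESeq2's Wald test gave 2 and 13 for H4K16Q, edgeR's likelihood-ratio test 1 and 4, and none of the alternatives closed the differences. The authors' deposited tables of 1 library against 1 hold 2434 higher and 2084 lower for replicate 1 of H4K16Q and 1538 and 1253 for replicate 2. For H4H18A the authors' deposited tables hold 964 and 1144 for replicate 1 and 147 and 157 for replicate 2.

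The bars of Fig. 6c and Fig. 6d were read by eye for 31 genes. Of these, 28 had the opposite sign to the log2 fold change of mutant to WT H4, with a Pearson correlation of -0.839 (20 of 23 in H4K16Q and 8 of 8 in H4H18A). They were also opposite in sign to the mean of the authors' deposited tables for 27 of 31 genes. DESeq2 on the 4 libraries of each comparison, a setting chosen after seeing the values, gave 26 of 31 within 0.2 of the bars once reversed to the log2 ratio of WT to mutant. The 5 others were YJL027C, RRN5, CMC4, YFL015C (0.26, about 0.77 in Fig 6c, read by eye) and NAT4 (-1.18, about -1.5 in Fig 6c, read by eye). Set against the SD of its log2 ratio over the replicates, or by sign, the log2 fold change of 4 genes differed from the bar on the reversed scale. YJL027C was at 1.23 here, and the paper's value is about -0.48 in Fig 6c, read by eye. RRN5 was at 0.27 here, and the paper's value is about -0.2 in Fig 6c, read by eye, and for these 2 genes no alternative closed the difference. CMC4 was at 0.49 here, and the paper's value is about -1.7 in Fig 6c, read by eye, for which a replicate block gave -0.23, of the same sign and within the replicate SD of 2.78. AGP1 in H4H18A was at -0.84 here, and the paper's value is about -0.9 in Fig 6d, read by eye, a small gap that counts only since its replicates had an SD of 0.016, and which DESeq2's Wald test closed at -0.90, as did the added DESeq2 fit at -0.89, chosen after seeing the values.

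Some directions stated by the paper differ from those here. The paper states that GDH1 is repressed in H4K16Q, and its log2 fold change was 0.95 here, with -1.08 in replicate 1, or -0.95 over both as the log2 ratio of WT to mutant, the scale that the bars of Fig. 6c match. The authors' deposited table for replicate 1 has GDH1 at -0.90 and that for replicate 2 at 2.84. Without H4K16Q replicate 2, GDH1 was at -0.45. It states that MSN2 and MSN4 are elevated in both H4 mutants, and MSN2 was at -0.10 in H4K16Q and 0.037 in H4H18A. It states that SOD2 is decreased in both H4 mutants, and SOD2 was at 0.16 in H4K16Q, or -0.53 without WT H4 replicate 2 and -0.095 without H4K16Q replicate 2.

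The paper states that H4K16Q cells in late log phase appear to shut down oxidative phosphorylation. The genes of this list had a median of 0.38 here, or -0.070 without H4K16Q replicate 1 and -0.0036 without WT H4 replicate 2. Ribosome biogenesis, reported as induced in H4K16Q, stood at 0.052 and did not pass in camera (adjusted p = 0.104, Benjamini-Hochberg), and autophagy, reported as repressed, stood at -0.30 (adjusted p = 0.606, Benjamini-Hochberg). The paper describes H3E50A as essentially the inverse of the H4 mutants, and cell cycle genes were lower in all 3 mutants, at -0.50 in H3E50A, -0.45 in H4K16Q and -0.23 in H4H18A (0.017 without WT H4 replicate 2). In H4H18A the medians of oxidative phosphorylation and the tricarboxylic acid cycle, 0.062 and 0.31, ran from -0.93 to 1.13 and from -0.85 to 1.35 leaving out 1 library, so they decide nothing here.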

Other observations

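All tests of explanations in this part were chosen only after the results were seen.

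The WT H4 replicates differed at more genes than H3E50A and WT H3, with 1614 genes at least 2-fold higher and 1463 at least 2-fold lower in replicate 1 than in replicate 2. In replicate 1 the glucose-repressed genes were higher by a median of 3.70 on the log2 scale, and the medians were 1.80 for the tricarboxylic acid cycle, 1.54 for oxidative phosphorylation, -2.72 for cytoplasmic ribosomal proteins, -1.76 for ribosome biogenesis and -2.61 for purine biosynthesis. The tables argue against 2 technical explanations of this difference. Depth does not separate the replicates, since the H4K16Q libraries are 7.23 and 8.80 times as deep as WT H4 replicate 2 and had a mean correlation of 0.853 with it, above the 0.639 of the WT H4 replicates, whose depths differ 3.59-fold. An H4 mutant library in place of WT H4 replicate 1 would have low a-specific genes, but these were 3.01 higher on the log2 scale than in the 4 H4 mutant libraries. The share of ribosomal RNA features cannot be told apart from other differences between these libraries. WT H3, H4H18A replicate 2 and WT H4 replicate 2, with over 20% of counts on these features, had correlations of 0.945 to 0.960 with each other, while the H4K16Q libraries, low in these features like WT H4 replicate 1, had a mean Spearman correlation of 0.734 with it. A culture further toward the end of growth on glucose is a candidate explanation, with the Msn2/4 stress genes 2.80 higher in replicate 1. The H4H18A replicates differed in part the same way, with a correlation of 0.435 across genes to the difference of the WT H4 replicates, against 0.0349 for the H4K16Q replicates. Other biological differences between the cultures were not tested.

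The log2 ratios of H3E50A to WT H3 had a Spearman correlation across genes of 0.524 with those of WT H4 replicate 1 to replicate 2. An effect of the mutation and a difference in growth stage between the H3E50A and WT H3 cultures cannot be told apart, since there was 1 library of each. WT H3 relative to WT H4 had coefficients of 0.486 with H4K16Q and 0.586 with H4H18A, where simulated unchanged groups gave 0.393 and 0.361, and of -0.581 with H3E50A, where they gave -0.567. Without WT H4 replicate 1 the coefficient with H3E50A was -0.0496. That with H4K16Q was 0.829 without WT H4 replicate 2, and that with H4H18A was 0.270 without H4H18A replicate 2.

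The shared WT H4 control and a shared effect of the mutations cannot be told apart as sources of the correlation of H4K16Q with H4H18A. With separate WT H4 libraries it was -0.124 or -0.0098, but this test decides nothing, since the WT H4 libraries differ strongly and their difference enters the ratios of the mutants with opposite signs. The observed 0.681 lay above the range simulated for the shared control. In the simulations, though, each gene varies independently of the others and WT H4 has the same spread as the mutants. The share of counts on ribosomal RNA features differed 21.4-fold between the WT H4 replicates, so it can differ between libraries of the same strain. Over the 8 libraries it differed 189-fold, with the H4K16Q libraries at 0.254% and 0.180% and the H4H18A libraries at 16.3% and 33.6%. These values do not decide the cause, since the difference between the WT H4 replicates is itself part of the pattern. No biological explanation of these shares was tested.

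The first principal component of log2 CPM held 40.0% of the variance, with WT H4 replicate 1 at 77.8 and replicate 2 at -49.4, H3E50A at 57.8, WT H3 at -39.7, H4H18A at 16.1 and -58.3 and H4K16Q at 8.71 and -13.0. Genes in the terminal 20 kb of chromosomes had a median log2 fold change of 0.17 in H4K16Q (88 of 153 higher) and -0.061 in H4H18A (76 of 153 higher), and a log2 ratio of 0.016 in H3E50A. Without WT H4 replicate 1 the medians were 0.82 and 0.46. In H4K16Q the median was -0.090 without H4K16Q replicate 2, 0.070 without H4K16Q replicate 1 and 0.092 without WT H4 replicate 2, and in H4H18A it was -0.61 without H4H18A replicate 1, 0.0089 without H4H18A replicate 2, -0.13 without WT H4 replicate 2 and 0.028 without multigene families.

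Meiosis genes had medians of -0.99 in H4K16Q (54 of 68 lower, camera adjusted p = 4.1e-06, Benjamini-Hochberg) and -1.02 in H4H18A (57 of 68 lower, camera adjusted p = 1.3e-06, Benjamini-Hochberg), the former 0.090 without WT H4 replicate 1 and the latter 0.16 without WT H4 replicate 1 and -1.64 without WT H4 replicate 2. The 5 alpha-specific genes had medians of -0.44 (camera adjusted p = 0.405, Benjamini-Hochberg) and 0.50 (camera adjusted p = 0.336, Benjamini-Hochberg). That of H4K16Q was 0.19 without WT H4 replicate 1, and that of H4H18A -0.36 without H4H18A replicate 1, 1.39 without H4H18A replicate 2, 0.31 without WT H4 replicate 1 and -0.36 without WT H4 replicate 2. In H3E50A meiosis stood at -0.27 and alpha-specific genes at -0.081. In H4H18A the lists of glucose-repressed carbon use and mitochondrial ribosomal proteins stood at -0.53 and -0.11 (camera adjusted p = 0.7705 and 0.960, Benjamini-Hochberg), the former at -2.39 without H4H18A replicate 1, 0.49 without H4H18A replicate 2, 2.39 without WT H4 replicate 1 and -1.38 without WT H4 replicate 2, the latter at -0.044 without H4H18A replicate 1, -0.0059 without H4H18A replicate 2 and 0.11 without WT H4 replicate 1.

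YFL067W had at most 2 counts in each WT H4 library and was at least 23.4-fold higher in H4K16Q and 21.1-fold higher in H4H18A. It was chosen after its values were seen, and its adjusted p-values were 0.997 and 0.999 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The alternatives gave adjusted p-values of 0.0215 (DESeq2's Wald test) and 0.0222 (edgeR's likelihood-ratio test) in H4K16Q with Benjamini-Hochberg adjustment. SIR3 had a log2 fold change of -0.15 in H4K16Q, with the other sign at 0.14 without H4K16Q replicate 2 and 0.0040 without WT H4 replicate 2. In H4H18A it was -0.43, and ran from -0.76 to -0.069 leaving out 1 library.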
